# Restoring Age-Related Cognitive Decline through Environmental Enrichment: A Transcriptomic Approach

**DOI:** 10.3390/cells11233864

**Published:** 2022-11-30

**Authors:** Silvio Schmidt, Madlen Haase, Lena Best, Marco Groth, Julia Lindner, Otto W. Witte, Christoph Kaleta, Christiane Frahm

**Keywords:** aging, brain, enriched environment, cognition, RNA sequencing

## Abstract

Cognitive decline is one of the greatest health threats of old age and the maintenance of optimal brain function across a lifespan remains a big challenge. The hippocampus is considered particularly vulnerable but there is cross-species consensus that its functional integrity benefits from the early and continuous exercise of demanding physical, social and mental activities, also referred to as environmental enrichment (EE). Here, we investigated the extent to which late-onset EE can improve the already-impaired cognitive abilities of lifelong deprived C57BL/6 mice and how it affects gene expression in the hippocampus. To this end, 5- and 24-month-old mice housed in standard cages (5mSC and 24mSC) and 24-month-old mice exposed to EE in the last 2 months of their life (24mEE) were subjected to a Barnes maze task followed by next-generation RNA sequencing of the hippocampal tissue. Our analyses showed that late-onset EE was able to restore deficits in spatial learning and short-term memory in 24-month-old mice. These positive cognitive effects were reflected by specific changes in the hippocampal transcriptome, where late-onset EE affected transcription much more than age (24mSC vs. 24mEE: 1311 DEGs, 24mSC vs. 5mSC: 860 DEGs). Remarkably, a small intersection of 72 age-related DEGs was counter-regulated by late-onset EE. Of these, Bcl3, Cttnbp2, Diexf, Esr2, Grb10, Il4ra, Inhba, Rras2, Rps6ka1 and Socs3 appear to be particularly relevant as key regulators involved in dendritic spine plasticity and in age-relevant molecular signaling cascades mediating senescence, insulin resistance, apoptosis and tissue regeneration. In summary, our observations suggest that the brains of aged mice in standard cage housing preserve a considerable degree of plasticity. Switching them to EE proved to be a promising and non-pharmacological intervention against cognitive decline.

## 1. Introduction

Worldwide, the population is aging. As more people live longer, the prevalence of age-related cognitive decline and neurodegenerative disorders will increase. The decline of cognitive functions is currently one of the greatest health threats of old age [1]. The hippocampus is engaged in various cognitive tasks in rodents as well as in humans, among them spatial learning, and was revealed as the most sensitive brain region involved in cognitive aging [2]. Functional imaging techniques detect age-related changes in the structure, metabolism and functional connectivity of the hippocampal formation, which potentially affect cognitive abilities [3,4,5]. On the molecular level, immune- and inflammation-related genes are activated during aging and predispose the brain to neurodegenerative processes [6,7,8,9]. There are promising studies on how the model organism makes modifications [10]. The environment and its stimulating aspects have profound effects on brain plasticity. An enriched environment (EE) is a paradigm, which provides mice with a broad spectrum of stimulation at the social, sensory, motor and cognitive levels. Exposure of rodents to EE changes brain morphology and physiology as well as cerebral molecular processes [11,12]. As a consequence EE leads to better motor and cognitive outcomes in animals with stroke or other brain pathophysiologies and protects from cognitive decline in aged rodents [11]. Additionally, in humans, early cognitive enrichment is advantageous for maintaining cognition over a lifespan [13]. Highly educated persons are protected in some aspects from age-related cognitive decline and from dementia, which is often postponed [13]. There are also beneficial effects when providing physical activity such as wheel running for mice or exercise in humans; however, especially at an older age, physical activity alone did not show a clear effect on cognition [14,15,16]. The identification of mechanisms mediating adaptive neurobiological plasticity to enhance the functional capacity of neural systems and to maintain optimal brain performance across a lifespan is still a big challenge [12]. However, as observed in both animal and human models, it is well known that dealing with a complex environment strengthens the bi-directional signaling of the environment and brain, builds cognitive reserve, and enhances the brain’s functional capacity [12]. 

Developing targeted therapeutic interventions to attenuate cognitive impairments in the elderly demands a greater understanding of the processes underlying normal brain aging and subsequently, it must be determined how age-related pathways can be modified. The aim of this study is to analyze the plasticity of aged brains with the subsequent characterization of their cognitive functions and identify the genes and pathways that modulate the brain following enriched activity. Specifically, we will study the influence of late-onset EE exposure on hippocampal aging and cognitive function in male C57BL/6 mice. The mice for EE were taken from standard sensory and activity-deprived housing and compared to groups kept in the same impoverished environment. Hippocampal function following EE will be assessed by a learning and memory test (Barnes maze). On the molecular level, RNA-seq data will be obtained and analyzed from the hippocampal tissue of mice of different ages (5 and 24 months old) and from 24-month-old mice who spent their last 2 months in an EE. By understanding the molecular mechanisms underlying the effects of enriched activity in animal models, the basis for identifying and influencing neural mechanisms will be established in order to specifically exploit the positive effects of physical and social activity for healthy aging and cognition in the elderly.

## 2. Materials & Methods

### 2.1. Animals

Male C57BL/6 mice were bred in the Central Experimental Animal Husbandry (ZET) at the University Hospital Jena, Germany. Mice were housed in groups in standard cages (EU Standard Type III 1290D, 820 cm^2^ 425 × 276 × 153 mm, Tecniplast, Italy) with access to food and water ad libitum. Enriched environment cages (EU Standard TYP IV S 1354G, 1820 cm^2^ 598 × 380 × 200 mm, Tecniplast, Italy) were equipped with two running wheels, climbing platforms, plastic tubes and tunnels, small houses and nesting materials. The positions of all objects were changed weekly. Mice were housed in groups of 6–10 animals.

All mice were randomly assigned to the treatment groups. The animals were subjected to strict hygienic controls according to official standards and veterinary regulations. Holding conditions: 21 ± 2 °C, humidity 55 ± 10%, 10–15× air changes, 14 h/10 h day/night, 100 lux, graded air pressure with ΔP 25 Pa per step: animal room > hall > changing room > General area. The hygiene status according to Federation of European Laboratory Animal Science Associations (FELASA) was recorded by regular deductions and documented by means of health certificates. All units were considered as specified pathogen-free. All animal experiments were carried out in strict accordance with the recommendations of the European Commission on the protection of animals used for scientific purposes and were approved by the local authority for regulating animal experimentation (Thueringer Landesamt für Lebensmittelsicherheit und Verbraucherschutz [TLLV], Germany). 

### 2.2. Barnes Maze Test

Mice at the age of 5 and 24 months housed under standard conditions (5mSC, n = 8 and 24mSC, n = 10) and 24-month-old mice which were exposed for their last 2 months to an EE (24mEE, n = 7, n = 6 for Retention test due to loss of one animal) were tested for their cognitive function by the Barnes maze test.

The maze consists of a circular platform, 90 cm in diameter with 20 evenly spaced holes in the periphery, each 5 cm in diameter. The platform was illuminated and mounted 1 m above the floor. Extra-maze cues for hippocampus-dependent learning were located on the walls for orientation. A single habituation trial was performed 1 day before the training started. The mouse was placed in the middle of the maze in a transparent start box. After 60 s, the box was lifted, and the mouse freely explored the maze for 120 s. Then, the mouse was guided to the escape hole connected to a box underneath the platform and remained there for 60 s. The next day, the 6-day training sessions with 3 trials per mouse started. The inter-trial interval was set to 15 min, during this time the maze was cleaned with 70% ethanol and rotated to avoid olfactory cues. The location of the target hole was unchanged for each mouse during the training sessions but was randomized across mice. On the first day, after the 6-day training session on day 7, the Probe trial was performed to test short-term memory. For the Probe trial, the escape box was removed and all holes were closed. The Retention test to test memory took place 7 days after the Probe trial on day 14, with the escape box set back in its original position. 

Probe trial and Retention test were each performed as a single 240 s trial. All experiments were recorded and mean velocity was automatically calculated by the video tracking system EthoVision^®^XT 6.1 software (Noldus, the Netherlands). Primary latency (first time to locate the target hole) was measured during the trial assessment. In addition, for the Probe trial, the success rate in finding the target hole was analyzed as well as the duration at the closed escape box. Specifically, the length of stay in the quadrant was measured; 1 hole to the right and 1 hole to the left of the original hole formed the boundary of this area. 

Statistical analysis was performed using a mixed ANOVA for the training period; for the individual test days, analysis was performed using a univariate ANOVA. Bonferroni correction was applied for multiple comparisons. Nominal data were analyzed using Pearson’s Chi-square test and Fisher’s exact method for post-hoc analysis [17] (IBM SPSS Statistics 27, Ehningen, Germany). Effect sizes were calculated in the form of mean differences [18].

### 2.3. Tissue and RNA Preparation

Another group of mice was maintained in 2 runs at different times with the same experimental EE setup and sacrificed by cervical dislocation following brain removal and hippocampal preparation (24mEE, 24mSC: n = 10 each, 5mSC: n = 8). The hippocampi were homogenized in 500 μL QIAzol Lysis Reagent (Qiagen GmbH, Hilden, Germany) and total RNA was isolated from each sample individually using the phenol/chloroform extraction method. RNA quantity and quality were determined spectrometrically by an ND-1000 (Nanodrop, Wilmington, DE, USA) and subsequently analyzed by an Agilent Bioanalyzer 2100 using the RNA 6000 nano kit (Agilent Technologies, Santa Clara, CA, USA). A RIN (RNA Integrity Number) value of greater than 7 was considered to be of good quality for sequencing. 

### 2.4. RNA-seq

Library preparation for individual samples and sequencing was performed using Illumina technology [19]. An amount of 2.5 μg of total RNA was used with Illumina’s TruSeq RNA sample prep kit v2 following the manufacturer’s instruction. Libraries were quality-checked and quantified using the Bioanalyzer 2100 and the DNA 7500 kit (Agilent). Sequencing was carried out by pooling 5 libraries per lane on a HiSeq2000/2500 in 50-cycle mode to obtain 50nt single-end reads. The reads were extracted in FASTQ format using bcl2fastq software tool (v1.8.2/v1.8.3) provided by Illumina resulting in ~35 Mio reads per sample.

### 2.5. Data Analysis

Mapping of the reads was performed using Tophat v1.4.1 [20], the mouse genome (mm10) and the UCSC [21] RefSeq annotation (version 2012-04-18) by allowing only reads mapping uniquely to the annotated regions. Based on the mapping results the reads per gene were counted using htseq-count of the HTSeq software package v0.5.4 [22] in union mode. This produced count data for 23.337 annotated genes for each sample.

Identification of differentially expressed genes (DEGs) was carried out based on the count data using the statistical package DESeq2 which tests for differential expression by use of negative binomial generalized linear models; using shrinkage estimation for dispersions and fold changes to improve stability and interpretability of estimates [23]. DEGs were obtained through pairwise comparisons between the treatment groups (young mice in standard cages vs. old mice in standard cages and old mice following EE vs. old mice from standard cages) while accounting for sequencing run. Obtained *p*-values were corrected for multiple testing using Benjamini–Hochberg [24]. Genes with a *p*-value (false discovery rate, FDR) <0.05 were regarded to be differentially expressed. Gene functional annotation was performed with the functional annotation tool DAVID Bioinformatics Resources (2021 Update) using the following threshold: count = 10–4, EASE = 0.1. Protein–protein association networks were constructed with stringDB version 11.5 (string-db.org accessed on 15 November 2021; PMID: 30476243). An interaction confidence score (based on experimental interactions and pathway databases) was calculated for the 72 counter-regulated genes and 50 first-shell interactors. Only input genes with at minimum 2 predicted interactions and confidence scores above 0.9 where visualized.

### 2.6. qPCR

qPCR analysis was applied to verify the expression of 16 selected genes. Total RNA (right hippocampus) taken from the same batch and the same groups of animals as for sequencing (24mEE, 24mSC: n = 10 each, 5mSC: n = 8) was transcribed into cDNA (RevertAid First Strand cDNA Synthesis Kit, Thermo Fisher Scientific, Waltham, MA, USA). The qPCR was performed with Brilliant III SYBR^®^Green QPCR Master Mix (Agilent Technologies, Santa Clara, CA, USA) and specific mouse primers (biomers.net GmbH, Ulm, Germany, Supplementary Table S4). Amplification was performed using Rotor-Gene 6000 cycler (Qiagen GmbH) applying the following cycle conditions: 3 min polymerase activation (95 °C) followed by 40 amplification cycles (95 °C for 10 s, 60 °C for 15 s). In a previous study, we confirmed Gapdh and Hmbs as suitable housekeeping genes in aged mice [25]. The mRNA transcript ratios were calculated using the Pfaffl equation [26].

## 3. Results

### 3.1. Performance in the Barnes Maze Test over the Training Days

After 8 weeks of exposure to an enriched environment or housing under standard conditions, animals were subjected to the Barnes maze to test their spatial learning and memory. During the test phase, the mice remained under their respective housing conditions. The time to identify the target hole (primary latency) was significantly decreased with increased training time in young (5mSC) and aged controls housed in standard conditions (24mSC), as well as in aged mice exposed to EE (24mEE mice) (mixed ANOVA, effect of training day: F_5,110_ = 26.44, *p <* 0.001, 5mSC: F_5,110_ = 6.82, *p <* 0.001, 24mSC: F_5,110_ = 20.76, *p <* 0.001, 24mEE: F _5,110_ = 4.78, *p* = 0.001) (Figure 1A). The primary latency of the 5mSC mice was significantly shorter on the training days 2 (*p* = 0.015), 3 (*p* = 0.001), 4 (*p <* 0.001), 5 (*p <* 0.001) and 6 (*p <* 0.001) compared to the first training day. The 24mSC and 24mEE mice showed an improvement in performance over time on days 3 (24mSC: *p <* 0.001; 24mEE: *p* = 0.017), 4 (24mSC: *p <* 0.001; 24mEE: *p* = 0.002), 5 (24mSC: *p <* 0.001; 24mEE: *p* = 0.003) and 6 (24mSC: *p <* 0.001; 24mEE: *p <* 0.001) vs. day 1. Mean velocity became progressively faster in the 5mSC and 24mSC over the training period, while the 24mEE mice showed no significant improvement over the training period (mixed ANOVA, effect of training day: F_5,110_ = 6.88, *p <* 0.001, 5mSC: F _5,110_ = 6.02, *p <* 0.001, 24mSC: F_5,110_ = 5.29, *p <* 0.001) (Figure 1B). The 5mSC mice showed higher mean velocity on days 4 (*p* = 0.017), 5 (*p* = 0.022) and 6 (*p <* 0.001) compared to the first training day and the 24mSC mice were better on days 5 (*p* = 0.050) and 6 (*p* = 0.001) compared to the first training day. The measured values, as well as the effect sizes in the form of mean differences, are shown in Supplementary Table S5.

Altogether all groups were able to improve their performance in the Barnes maze test over the training period, independent of age and housing conditions. 

### 3.2. Enriched Environment Improved Barnes Maze Performance in Aged Mice

When comparing the primary latency of all three groups (5mSC, 24mSC, 24mEE), a significant effect was determined (mixed ANOVA, effect of group: F_2,22_ = 18.48, *p <* 0.001). When comparing aged and young mice during training, a significant learning deficit was observed in 24mSC compared to 5mSC throughout the training period and on each training day (days 1 and 2: *p <* 0.001, days 3 and 4: *p* = 0.001, day 5: *p* = 0.022, day 6: *p* = 0.005, all days together: *p <* 0.001). After EE exposure, the 24mEE mice performed significantly better than their age-matched controls (24mSC) at days 1 (*p* = 0.001), 2 (*p <* 0.001) and 3 (*p* = 0.048) and were also significantly better when taking all training days together (*p* = 0.002). Noteworthily, the 24mEE mice did not show a difference in the primary latency compared to 5mSC on any tested day (Figure 1A). Mean velocity was measured on each of the 6 training days. On all days, 24mSC were significantly slower than 5mSC (day 1: *p* = 0.016, day 2: *p* = 0.002, day 3: *p* = 0.008, day 4 and day 6: *p* = 0.001, day 5: *p* = 0.004). The 24mEE mice were significantly slower than the 5mSC mice on day 3 (*p* = 0.047), day 4 (*p* = 0.002) and on days 5 and 6 (*p <* 0.001). Over the entire training period, the 24mSC and 24mEE mice were significantly slower than the 5mSC mice but no significant difference was found between 24mSC and 24mEE (mixed ANOVA, effect of group: F_2,22_ = 16.46; *p <* 0.001). This rules out that the better cognitive performance of the 24mEE mice in the Barnes maze test is partly due to a higher mean velocity (Figure 1B).

On day 7, the Probe trial was performed to test short-term memory. All holes were closed and the percentage of mice that found the target (Figure 1C), the time to reach the original escape hole (primary latency) (Figure 1D), as well as the time the mice stayed at the closed original target hole (Figure 1D), were measured. The original hole, now closed, was found by both the 5mSC and the 24mEE mice, while 60% of the old 24mSC mice did not find the hole (Pearson’s Chi-square test with Fisher’s exact approach to post-hoc analysis [17], Figure 1C). The 24mSC mice required more time and showed significantly increased primary latency to the original target compared to the 5mSC (*p* = 0.001) and 24mEE mice (*p* = 0.014). Remarkably, the primary latency of the 24mEE mice did not differ from that of the 5mSC mice (univariate ANOVA, group effect: F_2,22_ = 9.55, *p* = 0.001) (Figure 1D). The analysis of mean velocity revealed significant differences between age groups but no difference between the housing of the 24-month-old mice (univariate ANOVA, group effect: F_2,22_ = 18.09, *p <* 0.001, 24mSC vs. 5mSC *p <* 0.001, 24mEE vs. 5mSC *p* = 0.003, 24mEE vs. 24mSC n.s.). The measured velocities are as follows: 5mSC: 3.9 ± 0.4 s, 24mSC: 1.3 ± 0.2, 24mEE: 2.1 ± 0.4 s.

Long-term memory was tested in the Retention test on day 15. The 5mSC mice found the original target hole faster than the 24mSC mice (univariate ANOVA, group effect: F_2,21_ = 4.27, *p* = 0.028, 5mSC vs. 24mSC *p* = 0.029). EE did not shorten primary latency and thus has no effect on long-term memory (Figure 1E). According to the Probe trial, the mean velocity did not differ between the 24-month age groups but a significant difference was shown in the 5mSC group (univariate ANOVA, F_2,21_ = 29.78, *p <* 0.001; 5mSC vs. 24mEE and 24mSC *p <* 0.001, 24mEE vs. 24mSC n.s.). The measured mean velocities are as follows: 5mSC: 6.7 ± 0.2 s, 24mSC 2.00 ± 0.5 s, 24mEE 2.9 ± 0.7. The measured values, as well as the effect sizes in the form of mean differences, are shown in Supplementary Table S5.

### 3.3. Aging of the Hippocampus Changes Gene Expression

We determined age-related transcriptional changes in the mice kept under standard conditions by comparing 24mSC vs. 5mSC and identified 860 age-related DEGs (430 up- and 430 down-regulated). 

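Gene expression in the hippocampus was measured by single-end RNA sequencing, with 1 library per mouse, in 39 mice of the deposited series. The groups were 15 mice of 24 months from standard cages (24mSC), 5 mice of 24 months after 2 months in an enriched environment (24mEE), 10 mice of 5 months from standard cages (5mSC) and 9 mice of 5 months from an enriched environment (5mEE). The 5mEE group is not part of the paper. The paper names a pair of deposited series for its RNA sequencing data, and only one of them was analysed here. The paper states 10 24mSC, 10 24mEE and 8 5mSC mice, and neither its text nor its supplementary tables name the libraries that it used, so all mapped libraries were analysed here. In 9 of the 24mSC libraries the mouse carries a number, as in all other groups, and in 6 a code that begins with OE. What this naming stands for, and the sequencing run of each library, are not given in the sources used here. Counts assigned to genes ranged from 12318267 to 26303885 per library in 24mSC (median 20673992), from 16808177 to 30147869 in 24mEE (median 18842144), from 16332035 to 28457133 in 5mSC (median 22428820.5) and from 18061953 to 26623192 in 5mEE (median 20757434). The paper states about 35 Mio reads per sample, while all values here rest on the counts assigned to genes. The submitters made these counts with STAR 2.4.1d and featureCounts 1.4.6-p4 on the genome build GRCm38, without normalization. The paper used another path from the reads (TopHat, HTSeq and DESeq2) and accounted for the sequencing run. From the deposited counts, the 17281 of 47729 genes that passed edgeR's filter on low counts were tested. One model of 4 group means was fitted to all 39 libraries with TMM normalization, and genes with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were called changed. Levels are given in CPM, counts scaled to a common library size after the same normalization, and log2 fold changes are given with their standard error (SE). No pair of libraries of a group differed by less than the sampling noise (smallest chi-square per degree of freedom 2.42). The main tests, 37 lists of genes and most alternatives to the tests were fixed before the data were examined, and some alternatives were added later. Lists were compared with all other genes by camera, with the correlation between the genes of a list estimated from the data.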

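Several genes of innate immunity rose with age, and a few markers of new oligodendrocytes and of dividing cells fell. C4b, a complement component (ENSMUSG00000073418, chromosome 17 of GRCm38 from 34728380 to 34743882), was at 101 ± 21.5 CPM (SD, n = 15) in 24mSC and 31.9 ± 5.89 CPM (SD, n = 10) in 5mSC. Its log2 fold change was 1.67 (SE 0.127, adjusted p = 5.5e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and each 24mSC library lay above each 5mSC library. C4b was at 143, 139.7, 97.0, 95.8, 120, 116, 84.4, 79.0, 122, 87.1, 89.1, 85.6, 88.6, 98.1 and 75.8 CPM in the 15 24mSC libraries and at 28.1, 26.6, 33.8, 45.8, 24.6, 32.3, 33.1, 34.7, 28.6 and 31.5 CPM in the 10 5mSC libraries. Clec7a, a receptor of activated microglia (ENSMUSG00000079293, chromosome 6 from 129461591 to 129472779), rose by 1.77 on the log2 scale (SE 0.251, adjusted p = 1.9e-05 from the edgeR test), from 0.433 ± 0.189 CPM (SD, n = 10) to 1.43 ± 0.529 CPM (SD, n = 15). C3, the central component of complement, rose by 1.64 (SE 0.305), and the secreted protease gene Klk6 by 1.44 (SE 0.275). Gpr17, a receptor of newly forming oligodendrocytes (ENSMUSG00000052229, chromosome 18 from 31942997 to 31949636), fell by 0.96 (SE 0.0858, adjusted p = 4.9e-10 from the edgeR test), from 49.5 ± 7.43 CPM in 5mSC to 25.4 ± 3.96 CPM in 24mSC (SD, n = 10 and 15). Of 11 markers of oligodendrocyte precursors and newly formed oligodendrocytes, 4 fell, among them Bmp4 at −0.90 (SE 0.181). None rose and 7 did not pass the test (4 lower when adjusted over the list alone). The list as a whole did not pass (adjusted p = 0.225 with an estimated correlation). Of 16 measured markers of dividing progenitors and immature neurons, 3 fell and none rose (4 lower when adjusted over the list alone), among them Top2a, an enzyme of dividing cells, at −1.16 (SE 0.203). The adjusted p of this list was 0.379 with an estimated correlation. It was 0.0025 when the OE-named libraries were left out of the fit and 0.0597 when the numbered ones were compared with 5mSC in a fit of all libraries. In that fit 5 of the 16 markers fell and none rose in the numbered libraries (median −0.27). In the OE-named ones 2 fell and 1 rose (median 0.12; adjusted p = 0.96 with an estimated correlation). The count over all 24mSC libraries thus combines unlike results. The OE-named library of mouse OE3274 had a mean log2 CPM of 2.86 on this list, and the next 24mSC library 2.10. The list was not tested with that library alone left out. Of 26 genes of endoplasmic reticulum chaperones and heat shock proteins, 4 fell and none rose (14 lower when adjusted over the list alone), with an adjusted p of 0.304 with an estimated correlation. Of all genes tested, edgeR called 739 changed, 432 higher and 307 lower in 24mSC, with a median absolute log2 fold change of 0.36. DESeq2 called 956. With 2 surrogate variables for hidden batches in the model the count was 1522. With limma on the deposited RPKM values (pseudocount 0.1) it was 39, but only 2.56% of these values were divided by the total of their own library. Limma on RPKM values recomputed from the counts called 264 genes of the paper's Table S1 in its direction. On the deposited values it called 30 of them, and edgeR called 299. Gh, a pituitary hormone, and the small RNA genes Rmrp, Rpph1 and Gm25395 had larger log2 fold changes (5.23, 4.20, 4.13 and 4.12), which rest on few libraries. Rmrp was at 249 CPM in the 24mSC library of mouse OE3273 and at 1.53 CPM or less in the other 24mSC libraries. Without that library, Rmrp had a log2 fold change of −0.26, Gm25395 at −0.10 and Rpph1 at 0.25, none of which passed the test, and Gh was too low to be tested.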

Functional annotation of these genes was performed with the functional annotation tool DAVID Bioinformatics Resources (2021 Update, Figure 2). 

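The lists of activated microglia, reactive astrocytes and complement stood higher in 24mSC than in 5mSC, while most general markers of microglia and most interferon genes did not pass the test. Of 22 genes known to be raised in activated microglia, the resident immune cells of the brain, 11 rose with age, none fell and 11 did not pass the test (13 higher when adjusted over the list alone). As a list they stood above the other genes (adjusted p = 0.0023 with an estimated correlation). Cst7, an inhibitor of lysosomal proteases, rose by 1.80 on the log2 scale (SE 0.288), the lysozyme gene Lyz2 by 0.95 (SE 0.171) and the microglial glycoprotein gene Gpnmb by 0.63 (SE 0.105). Of 25 measured genes of reactive astrocytes, 9 rose, none fell and 16 did not pass (11 higher when adjusted over the list alone; adjusted p = 0.0028 with an estimated correlation). Gfap, the intermediate filament of astrocytes, was at 502 ± 70.9 CPM (SD, n = 15) in 24mSC and 355 ± 50.9 CPM (SD, n = 10) in 5mSC, a log2 fold change of 0.50 (SE 0.0961, adjusted p = 0.0012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 14 measured components, receptors and regulators of complement, 5 rose and none fell (9 higher and 1 lower when adjusted over the list alone; adjusted p = 0.025 with an estimated correlation), among them the receptor genes C3ar1 at 0.49 (SE 0.108) and Itgb2 at 0.42 (SE 0.089). C4b is a member of both this list and that of reactive astrocytes. In the OE-named 24mSC libraries alone, 6 of the 22 activated microglia genes, 7 of the 25 reactive astrocyte genes and 3 of the 14 complement genes rose. None of these lists passed there (adjusted p = 0.16, 0.16 and 0.42 with an estimated correlation). In the numbered libraries alone 11, 10 and 8 of these genes rose, and each list passed (adjusted p = 1.8e-04, 0.0021 and 0.0037). Of 14 genes of antigen presentation by MHC class I, 8 rose and none fell (12 higher when adjusted over the list alone), with H2-Q7 at 1.43 (SE 0.256). This list did not pass as a whole (adjusted p = 0.077 with an estimated correlation), but did without the OE-named libraries (adjusted p = 0.033). Against 5mSC, 11 of the 14 rose in the numbered libraries alone (adjusted p = 0.0276 with an estimated correlation) and 2 in the OE-named ones alone (adjusted p = 0.57). Of 25 interferon-stimulated genes, 2 rose and none fell (2 higher when adjusted over the list alone), the antiviral membrane protein gene Ifitm3 at 0.49 (SE 0.146) and Zbp1 at 1.39 (SE 0.418), with an adjusted p of 0.74 with an estimated correlation. Of 20 general markers of microglia, the cathepsin gene Ctss rose, Fcrls fell and 18 did not pass (8 higher and 1 lower when adjusted over the list alone; adjusted p = 0.76 with an estimated correlation). In the numbered 24mSC libraries alone, 6 of these 20 markers rose and 1 fell (11 higher and 1 lower when adjusted over the list alone), and 3 of the 25 interferon genes rose (12 higher when adjusted over the list alone), with neither list past the test (adjusted p = 0.24 and 0.46 with an estimated correlation). In the OE-named libraries alone, none of the 20 rose and 3 fell against 5mSC (median −0.04; 3 lower when adjusted over the list alone), and none of the 25 passed (adjusted p = 0.85 and 0.96 with an estimated correlation). For the 20 microglia markers, the counts over all 24mSC libraries thus combine unlike results. For the 25 interferon genes this was not shown. Within 24mSC, 1 of them was higher and 1 lower in the OE-named than in the numbered libraries (adjusted p = 0.82 with an estimated correlation). The genes that Table S1 gives for the response to viruses were chosen by the study, possibly on these samples, and are not independent evidence: 5 of the 18 rose, 1 fell and 16 had a log2 fold change above 0. Within 24mSC, the OE-named libraries were lower than the numbered ones in 10 of the 20 general microglia markers, 3 of the 14 MHC class I genes, 3 of the 14 complement genes and 2 of the 22 activated microglia genes, and higher in 1 of the 25 reactive astrocyte genes.

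**Figure D1:**
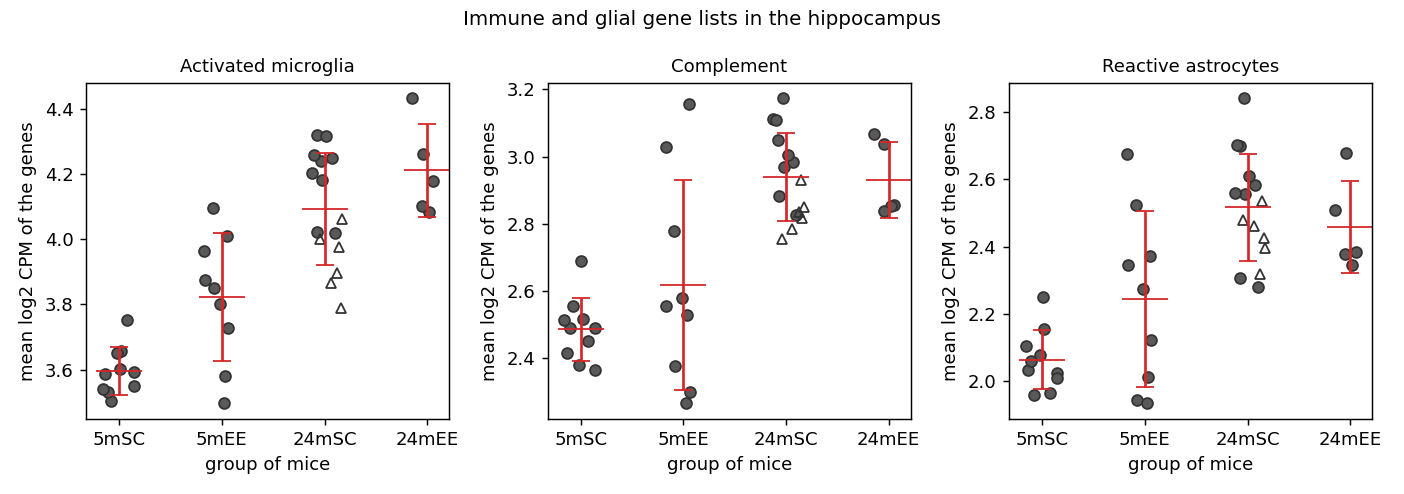
Mean log2 CPM (y axis) of the measured genes of activated microglia, complement and reactive astrocytes in each library, by group of mice (x axis: 5mSC, 5mEE, 24mSC, 24mEE). Filled circles are libraries of numbered mice, open triangles the 6 OE-named 24mSC libraries, and red marks the group mean ± SD; the means of the 24-month groups stand above those of the 5-month groups in each panel.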

By sorting the 826 out of 860 genes that could be mapped to the ENSEMBL gene, as well as transcript ID and considering the gene ontology category “biological process” and given 10 counts as a minimum, the five most significant processes out of sixty-eight functional annotation chart records belong to the immune system process (GO:0002376), innate immune response (GO:0045087), inflammatory response (GO:0006954), response to viruses (GO:0009615) and positive regulation of tumor necrosis factor production (GO:0032760). The five charts with the most genes involved are: immune system process (GO:0002376), regulation of transcription from RNA polymerase II promoter (GO:0006357), positive regulation of transcription from RNA polymerase II promoter (GO:0045944), innate immune response (GO:0045087) and negative regulation of transcription from RNA polymerase II promoter (GO:0000122). By sorting the genes considering the gene ontology category “cellular compartments”, the five most significant out of thirty GO terms are: cytoplasm (GO:0005737), external side of the plasma membrane (GO:0009897), endoplasmic reticulum lumen (GO:0005788), nucleus (GO:0005634) and cell surface (GO:0009986). The five charts with the most genes involved are: cytoplasm (GO:0005737), nucleus (GO:0005634), membrane (GO:0016020), plasma membrane (GO:0005886) and cytosol (GO:0005829). By sorting the genes into “molecular functions”, the five most significant out of twenty-six charts all belong to binding: protein binding (GO:0005515), identical protein binding (GO:0042802), metal ion binding (GO:0046872), sequence-specific DNA binding (GO:0043565) and 14-3-3 protein binding (GO:0071889). The five charts with the most genes involved are: protein binding (GO:0005515), metal ion binding (GO:0046872), identical protein binding (GO:0042802), DNA binding (GO:0003677) and hydrolase activity (GO:0016787). Age-related DEGs, as well as functional annotations, are shown in Supplementary Table S1.

### 3.4. Enriched Environment Changes Gene Expression in the Hippocampus

Following a 2-month housing of 22-month-old mice in an enriched environment, 1311 genes were found to be differentially regulated (24mEE vs. 24mSC: 669 up- and 642 down-regulated) in the hippocampus. These are more genes than are affected by the aging process and show that EE has a massive impact on the brain even in old mice (see Supplementary Table S2). 

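Genes of neuronal activity and of the circadian clock had log2 fold changes mostly below 0 between the 24mEE and the 24mSC mice, and none passed the test over all genes. Of 30 activity-induced genes 3 were above 0, and 17 were lower when adjusted over the list alone. Of 17 clock genes 4 were above 0, and 1 was higher and 3 were lower when adjusted over the list alone. Against the numbered 24mSC libraries alone, 8 of the 30 and 8 of the 17 were above 0, and none passed in either way. Nr4a2, a transcription factor that neuronal activity induces, was at 49.8 ± 5.79 CPM (SD, n = 5) in 24mEE and 74.9 ± 19.1 CPM (SD, n = 15) in 24mSC. Its log2 fold change was −0.58 (SE 0.152, adjusted p = 0.52 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Arntl, a core activator of the clock, had a log2 fold change of 0.36 (SE 0.0905), and Per2, a repressor of the clock, one of −0.64 (SE 0.176). Mbp, which encodes a major protein of myelin, had a log2 fold change of 0.30 (SE 0.133), and the microglial receptor gene P2ry12 one of 0.24 (SE 0.111). Of 18 markers of myelinating oligodendrocytes, 16 were above 0 on the log2 scale (median 0.17), and of 20 general markers of microglia, 19 were above 0 (median 0.15). Neither list passed as a whole (adjusted p = 0.83 with an estimated correlation for each), and no member of either passed when adjusted over the list alone. Against the numbered 24mSC libraries alone, 12 of the 18 (median 0.03) and 13 of the 20 (median 0.04) were above 0 (adjusted p = 0.98 with an estimated correlation for each), while the OE-named libraries were lower than the numbered ones in 9 and 10 of these markers. Of 26 endoplasmic reticulum chaperones and heat shock proteins, 0 were above 0 (median −0.16; adjusted p = 0.83 with an estimated correlation), and the same holds for the 14 genes of MHC class I antigen presentation (median −0.12). For MHC class I, 0 were above 0 against the numbered 24mSC libraries alone (median −0.24) and 7 against the OE-named ones alone (median 0.01). Of all genes tested, edgeR called 0 changed under EE, with 1456 at an unadjusted p under 0.05, and DESeq2 called 0, with 1445 at an unadjusted p under 0.05. The count stayed at 0 when any 1 of the 24mEE or 24mSC libraries was left out. The 6 OE-named 24mSC libraries differed from the 9 numbered ones in several of these genes, with log2 fold changes of 0.50 (SE 0.127) for Nr4a2, 0.82 (SE 0.110) for Per2 and −0.34 (SE 0.0803) for Arntl, all 3 past the test. Against the numbered 24mSC libraries alone edgeR called 0 genes under EE, and against the OE-named ones alone 1098, of which 374 were higher and 724 lower in 24mEE.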

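Levels of 4 genes that changed with age are given for the enriched mice. C4b was at 103 ± 10.2 CPM (SD, n = 5) in 24mEE, Clec7a at 1.93 ± 0.462 CPM and Gpr17 at 24.4 ± 3.17 CPM. Gfap was at 604 ± 118 CPM. The log2 fold changes between 24mEE and 24mSC were 0.03 (SE 0.149) for C4b, 0.41 (SE 0.255) for Clec7a, −0.06 (SE 0.113) for Gpr17 and 0.27 (SE 0.118) for Gfap. None of these differences passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Compared with the 10 5mSC mice, the 5 enriched mice of 24 months differed in 962 genes (487 higher, 475 lower; DESeq2 1226). Among them Clec7a was higher by 2.18 on the log2 scale (SE 0.302), Cst7 by 2.06 (SE 0.352) and the astrocyte gene Aspg by 1.19 (SE 0.138). In this comparison 9 of the 22 activated microglia genes were higher and none was lower (13 higher when adjusted over the list alone; adjusted p = 0.0089 with an estimated correlation). The 962 fell to 394 without the 24mEE library of mouse UKJ_24_1074 and to 593 without that of mouse UKJ_24_1071, and rose to 1610 without the 5mSC library of mouse UKJ_5_107. The 24mSC and 5mSC groups are larger than 24mEE, and the median SE of a log2 fold change was 0.0763 for age and 0.0968 for EE. With 5 of the 10 5mSC libraries drawn at random, the test for age called a median of 254 genes over 20 draws, with a range of 73 to 596. On data simulated with the group sizes and spread of these libraries, the EE test recovered 69.8% of genes changed 1.5-fold and 24.3% of genes changed 1.2-fold, and the age test 75.7% and 38.1%.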

Similar to the functional annotation of age-related genes, we processed these 1311 EE-regulated genes with the functional annotation tool DAVID Bioinformatics Resources (2021 Update, Figure 2). The five most significant “biological processes” out of one-hundred and one processes are: nervous system development (GO:0007399), protein phosphorylation (GO:0006468), phosphorylation (GO:0016310), modulation of chemical synaptic transmission (GO:0050804) and memory (GO:0007613). 

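Activity-induced genes of neurons, which serve synaptic plasticity and memory, had log2 fold changes mostly below 0 between 24mEE and 24mSC. None passed the test over all genes, nor did the list, and against the numbered 24mSC libraries alone the median was close to 0 (−0.07). Fos, a transcription factor induced by neuronal activity, was at 7.40 ± 3.67 CPM (SD, n = 5) in 24mEE and 23.6 ± 17.2 CPM (SD, n = 15) in 24mSC, a log2 fold change of −1.62 (SE 0.503, adjusted p = 0.52 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Egr2, an inducible transcription factor, had a log2 fold change of −2.14 (SE 0.691). Of 30 activity-induced genes, 3 were above 0 and the median log2 fold change was −0.52. Over all genes edgeR called 0 of the 30, and 17 were lower when adjusted over the list alone (adjusted p = 0.83 with an estimated correlation). Within 24mSC, the OE-named libraries were higher than the numbered ones in 26 of the 30 genes (27 when adjusted over the list alone; adjusted p = 0.019 with an estimated correlation), with Fos between 33.1 and 53.0 CPM in the 6 OE-named and between 4.92 and 24.4 CPM in the 9 numbered libraries. Against the numbered 24mSC libraries alone, the median log2 fold change of the 30 genes under EE was −0.07, and 0 were called either over all genes or adjusted over the list alone (adjusted p = 0.98 with an estimated correlation). Eomes, a transcription factor of neuronal progenitors, was at 0.483 ± 0.210 CPM (SD, n = 5) in 24mEE and 0.166 ± 0.192 CPM (SD, n = 15) in 24mSC, a log2 fold change of 1.55 (SE 0.598) that did not pass. Of 16 measured markers of dividing progenitors and immature neurons, 2 were above 0 under EE (median −0.14), and none passed the test over all genes or adjusted over the list alone (adjusted p = 0.84 with an estimated correlation). Against the numbered 24mSC libraries alone 9 of these 16 were above 0 (median 0.02; adjusted p = 0.98 with an estimated correlation), and the OE-named libraries were higher than the numbered ones in 6 of them. Among the 24mSC libraries, that of mouse OE3274 stood apart on this list (mean log2 CPM 2.86, next 2.10). The difference of the OE-named libraries was not tested without it.

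**Figure D2:**
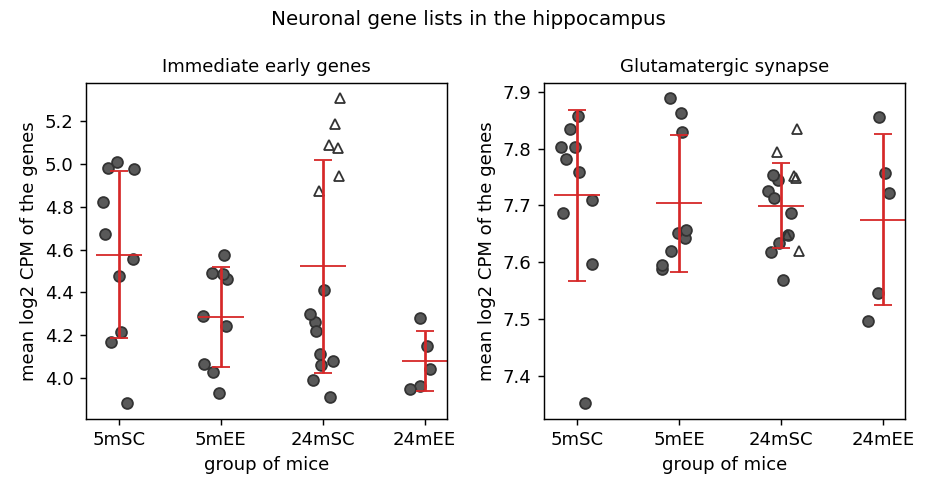
Mean log2 CPM (y axis) of activity-induced (immediate early) genes and of genes of the glutamatergic synapse in each library, by group of mice (x axis: 5mSC, 5mEE, 24mSC, 24mEE). Filled circles are libraries of numbered mice, open triangles the 6 OE-named 24mSC libraries, which stand above the 9 numbered 24mSC libraries in the activity-induced genes, and red marks the group mean ± SD.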

The five charts with the most genes involved are: regulation of transcription from RNA polymerase II promoter (GO:0006357), signal transduction (GO:0007165), positive regulation of transcription from RNA polymerase II promoter (GO:0045944), multicellular organism development (GO:0007275) and cell differentiation (GO:0030154). 

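Scaffold and kinase genes of the excitatory synapse had small log2 fold changes between 24mEE and 24mSC, in both directions. Camk2a, the main kinase of the postsynaptic density, was at 4502 ± 354 CPM (SD, n = 5) in 24mEE and 3915 ± 341 CPM (SD, n = 15) in 24mSC, a log2 fold change of 0.20 (SE 0.0807, adjusted p = 0.54 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The postsynaptic scaffold genes Shank3 and Dlg4 had log2 fold changes of 0.20 (SE 0.0764) and 0.14 (SE 0.0584). Homer1, a scaffold gene that is also activity-induced, had one of −0.26 (SE 0.104), and within 24mSC it was higher in the OE-named libraries by 0.35 (SE 0.089). Of 34 receptors, scaffolds and adhesion proteins of glutamatergic synapses, 16 were above 0 (median −0.01), and none passed the test over all genes or adjusted over the list alone (adjusted p = 0.956 with an estimated correlation). Without the OE-named libraries the list stood on the other side of 0, also without passing. Of 22 genes of synaptic vesicles and transmitter release, 4 were above 0 (median −0.09; adjusted p = 0.83 with an estimated correlation). The membrane fusion gene Stx1a had a log2 fold change of −0.15 (SE 0.0749) and the synapsin gene Syn2 one of −0.14 (SE 0.0735). Of 12 markers of GABAergic interneurons, 3 were above 0 (median −0.09; adjusted p = 0.83 with an estimated correlation), with the interneuron transcription factor Lhx6 at −0.21 (SE 0.0786). No member of the vesicle and interneuron lists passed over all genes or adjusted over the list alone.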

The five most significant processes out of eighty-three belonging to the “cellular component” are: glutamatergic synapse (GO:0098978), membrane (GO:0016020), synapse (GO:0045202), cell junction (GO:0030054) and dendrite (GO:0030425). The five charts with the most genes involved are: membrane (GO:0016020), cytoplasm (GO:0005737), nucleus (GO:0005634), plasma membrane (GO:0005886) and cytosol (GO:0005829). 

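Potassium channel genes and genes of insulin signalling, among them several kinases, had log2 fold changes mostly below 0 under EE, and none passed the test. Kcnj9, an inwardly rectifying potassium channel, was at 79.0 ± 7.88 CPM (SD, n = 5) in 24mEE and 94.9 ± 9.83 CPM (SD, n = 15) in 24mSC, a log2 fold change of −0.26 (SE 0.0921, adjusted p = 0.54 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Kcnc1 and Kcnc2, voltage-gated channels of fast-spiking neurons, had log2 fold changes of −0.20 (SE 0.100) and −0.18 (SE 0.0732). Of 24 potassium channels, 8 were above 0 (median −0.05; adjusted p = 0.83 with an estimated correlation), and the list stood on the other side of 0 with 2 surrogate variables in the model. Of 25 genes of insulin and insulin-like growth factor signalling, 5 were above 0 (median −0.06; adjusted p = 0.83 with an estimated correlation). The adaptor gene Irs2 had a log2 fold change of −0.29 (SE 0.121), the receptor kinase gene Igf1r one of −0.18 (SE 0.0796) and the ribosomal S6 kinase gene Rps6ka2 one of −0.19 (SE 0.0914). Irs2 was higher by 0.46 (SE 0.0974) in the OE-named than in the numbered 24mSC libraries, a difference that passed the test. No member of either list passed when adjusted over the list alone.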

With respect to “molecular function”, the five most significant processes out of sixty are: protein binding (GO:0005515), ion channel activity (GO:0005216), protein kinase activity (GO:0004672), kinase activity (GO:0016301) and GTPase activator activity (GO:0005096). The five charts with the most gene counts are: protein binding (GO:0005515), metal ion binding (GO:0046872), transferase activity (GO:0016740), nucleotide binding (GO:0000166) and identical protein binding (GO:0042802). EE-related DEGs, as well as functional annotations, are shown in Supplementary Table S2. 

### 3.5. Enriched Environment Reverses Age-Related Gene Expression in the Hippocampus

At the transcript level, 860 DEGs were identified during aging and 1311 DEGs following EE in old mice. In total, 77 out of the 860 age-related DEGs were affected by aging as well as following EE. 

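Of the 77 genes of Table S3, 76 were tested here. These genes were chosen by the study, possibly on these samples, so that their directions are not independent evidence. Pla2g4e, a phospholipase gene, rose with age from 6.28 ± 1.05 CPM (SD, n = 10) in 5mSC to 10.6 ± 2.77 CPM (SD, n = 15) in 24mSC, by 0.76 on the log2 scale (SE 0.149, adjusted p = 0.0015 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was at 13.9 ± 2.89 CPM (SD, n = 5) in 24mEE, a log2 fold change of 0.39 (SE 0.175) that did not pass. The chaperone genes Pdia6 and Stip1 fell with age by 0.36 (SE 0.0966) and by 0.22 (SE 0.0603), and without the OE-named libraries neither passed (log2 fold changes −0.31 and −0.19). Under EE Pdia6 was at −0.18 (SE 0.125) and Stip1 at −0.16 (SE 0.0775), without passing. Xbp1, a transcription factor of the response to unfolded proteins, and the collagen chaperone gene Serpinh1 were below 0 in both comparisons and passed in neither. The genes named so far had the same sign in both comparisons and are not typical of the list. Of the 76 genes, 55 lay on opposite sides of 0. With age, 69 of the 76 genes had the direction of Table S3 (90.8%), and 15 of these were called by edgeR. Under EE 57 had its direction (75%), 0 were called, and at an unadjusted p under 0.05 stood 9 with and 1 against it. Of the genes tested, edgeR called 0 changed both with age and under EE, as did DESeq2, since neither tool called a gene under EE. Of the genes of Table S1, 819 were tested and 768 had its direction (93.8%), 299 of them called. Of the 1310 genes that could be read from Table S2, 1297 were tested and 1129 had its direction (87%), none of them called and 255 with an unadjusted p under 0.05.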

A total of 42 out of 77 genes are up-regulated by aging and down-regulated following EE, and 30 out of 77 genes are down-regulated by aging and up-regulated following EE. This means that 94% (72 out of 77) of the age-related hippocampal genes were counter-regulated following EE (Spearman correlation: R = −0.883, *p <* 0.001, Figure 3A,B). 

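The log2 fold changes with age and under EE lay on opposite sides of 0 for 55 of the 76 genes of Table S3 tested here (72.4%). Among them was Adamtsl1, a matrix protein gene, which rose with age by 0.35 (SE 0.106) and had a log2 fold change of −0.13 (SE 0.134) under EE, and Ifitm3, at −0.24 (SE 0.185) under EE. The correlation of both log2 fold changes across the 76 genes was −0.30 (Spearman; genes are not independent replicates, and the study chose these genes). It was −0.58 without the OE-named 24mSC libraries and −0.46 with 2 surrogate variables in the model. Both comparisons use the 24mSC mice, with opposite sign. In 20 simulated data sets in which no group differed, the 76 genes gave a mean correlation of −0.27 (−0.56 to −0.01). A mean of 46.35 genes (61%) lay on opposite sides, with a range of 41 to 54, against the 55 found here. With the 24mSC libraries split at random, 7 for the age and 8 for the EE comparison, the median of 40 draws was −0.23 (−0.40 to 0.12), with 52 genes on opposite sides (32 to 59). The simulated range alone does not exclude chance for the 55. When the real libraries were regrouped, 11 of 100 splits, the real one included, had at least 57 of these genes in the paper's direction under EE. Over all tested genes the Spearman correlation was −0.06 (−0.31 with no filter on low counts), against a mean of −0.287 in the simulated sets, and 0.10 in the median of the split draws. From the opposite directions of the genes affected in both of its comparisons, the paper concludes that EE counter-regulated these age-related genes (Figure 3A,B). It also reports qPCR on some of these genes, whose values were not analysed here.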

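Table S4 holds the 16 genes that the paper also measured by qPCR, all of them tested here on the sequencing counts. They were chosen by the study, possibly on these samples, so that they are not independent evidence. Robo3, a receptor of axon guidance, fell with age from 28.5 ± 4.67 CPM (SD, n = 10) in 5mSC to 19.7 ± 4.89 CPM (SD, n = 15) in 24mSC, by 0.54 on the log2 scale (SE 0.144, adjusted p = 0.023 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without the OE-named libraries it was at −0.43 and did not pass. In 24mEE Robo3 was at 24.3 ± 6.28 CPM (SD, n = 5), a log2 fold change of 0.31 (SE 0.183) under EE. Iyd, a deiodinase gene and marker of CA3 pyramidal cells, was at −0.44 (SE 0.151) with age and 0.38 (SE 0.191) under EE, and the ependymal gene Sec14l3 at 0.28 (SE 0.438) and −0.40 (SE 0.566). The Fc receptor gene Fcgr4 was above 0 in both, at 1.10 (SE 0.390) with age, which passed without the OE-named libraries (adjusted p = 0.035) and with 2 surrogate variables (log2 fold change 1.27), and 0.41 (SE 0.404) under EE. Nptx2 and Klf10, both activity-induced, were at 0.12 (SE 0.131) and 0.11 (SE 0.144) with age and at 0.20 (SE 0.163) and −0.36 (SE 0.187) under EE. Klf10 was higher by 0.75 (SE 0.141) in the OE-named than in the numbered 24mSC libraries, and without the OE-named ones its log2 fold change with age was −0.24. Of the 16 genes, 1 rose and 1 fell with age (5 higher and 3 lower when adjusted over the list alone; adjusted p = 0.56 with an estimated correlation). Under EE 0 were called by edgeR over all genes or adjusted over the list alone, and DESeq2 called none. The Spearman correlation of the log2 fold changes with age and under EE was −0.44 across the 16 genes, which are not independent replicates (−0.66 with 2 surrogate variables and −0.70 without the OE-named libraries, and over the 14 genes other than Fcgr4 and Esr2, which these filters drop, −0.73 with at least 1 CPM in 5 libraries and −0.78 with only the 2 groups of each comparison in the fit, while the model used throughout gives −0.73 over the same 14 genes).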

The expression changes detected by RNA-seq that were additionally validated on 16 out of the 77 DEGs by qPCR and Spearman correlation coefficients were calculated (RNA-seq: R = −0.982, *p <* 0.01; qPCR: R = −0.839, *p <* 0.01; see Supplementary Table S4). 

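The gene groups that Table S3 gives for immune, antiviral and matrix terms were chosen by the study, possibly on these samples, and are not independent evidence. Of 8 genes of the immune system process, 7 were above 0 with age, and Ifitm3, Adgre1 and Lgals9 rose. Adgre1, a surface receptor of macrophages and microglia, rose by 0.37 on the log2 scale (SE 0.0788, adjusted p = 0.0033 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the galectin gene Lgals9 by 0.34 (SE 0.0926). Under EE 7 of the 8 were below 0 and none passed, with Adgre1 at 0.01 (SE 0.098) and Lgals9 at −0.02 (SE 0.116). Of 4 genes of the response to viruses, all were above 0 with age, 2 of them past the test (Bcl3 and Ifitm3), and all 4 were below 0 under EE without passing. The RNA sensor gene Ifih1 had a log2 fold change of −0.29 (SE 0.164) under EE, and the antiviral tether gene Bst2 one of −0.14 (SE 0.262). Of 4 genes of extracellular matrix organization (Bcl3, Adamtsl1, Col2a1 and Papln), all were above 0 with age, 2 of them past the test (Bcl3 and Adamtsl1), and all were below 0 under EE without passing. The matrix gene Papln was at −0.33 (SE 0.252) under EE and the collagen gene Col2a1 at −0.01 (SE 0.18).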

Functional annotation (“biological process”) of the 77 DEGs affected by aging (76 mapped to ENSEMBL ID) as well as following EE with a minimum of four genes per process revealed five out of seven processes in the following order of significance: immune system process (GO:0002376), response to viruses (GO:0009615), extracellular matrix organization (GO:0030198), positive regulation of transcription from RNA polymerase II promoter (GO:0045944) and negative regulation of apoptotic process (GO:0043066). The five charts with the most genes are: positive regulation of transcription from RNA polymerase II promoter (GO:0045944), immune system process (GO:0002376), negative regulation of apoptotic process (GO:0043066), positive regulation of transcription, DNA-templated (GO:0045893) and response to viruses (GO:0009615). The five most significant processes out of 14 for the “cellular component” are: early endosome membrane (GO:0031901), endosome (GO:0005768), cytoplasm (GO:0005737), synapse (GO:0045202) and plasma membrane (GO:0005886). The five charts with the most genes are: cytoplasm (GO:0005737), nucleus (GO:0005634), plasma membrane (GO:0005886), extracellular region (GO:0005576) and extracellular space (GO:0005615). For “molecular function” five processes could be identified. These are, in order of significance: signaling receptor binding (GO:0005102), identical protein binding (GO:0042802), transmembrane signaling receptor activity (GO:0004888), protein binding (GO:0005515) and sequence-specific DNA binding (GO:0043565). DEGs, as well as functional annotations, are shown in Supplementary Table S3. Additionally, by using stringDB, protein–protein associations were analyzed for the 72 counter-regulated genes to evaluate their predicted impact on the whole proteome. Based on experimental evidence and database annotations, for 16 genes as a minimum, one interaction was found to reach a confidence score of > 0.9. With at least two interactions, Socs3 (suppressor of cytokine signaling 3), Cttnbp2 (Cortactin-binding protein 2), Il4ra (Interleukin-4 Receptor Subunit Alpha), Rps6ka1 (Ribosomal protein S6 kinase alpha-1), Diexf (digestive organ expansion factor), Esr2 (estrogen receptor ß), Grb10 (Growth-factor receptor bound protein 10), Inhba (inhibin subunit beta A), Rras2 (Ras-related protein R-Ras2) and Bcl3 (B-cell lymphoma 3-encoded protein) were identified as interaction hubs in the protein–protein interaction network (Figure 3C, see Supplementary Table S3 for the complete list of interactions). 

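Bcl3, a nuclear regulator of NF-κB, rose with age from 0.419 ± 0.118 CPM (SD, n = 10) in 5mSC to 0.833 ± 0.307 CPM (SD, n = 15) in 24mSC, by 1.02 on the log2 scale (SE 0.222, adjusted p = 0.0044 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 24mEE it was at 0.653 ± 0.126 CPM (SD, n = 5), a log2 fold change of −0.39 (SE 0.267) under EE. Of the 10 hub genes that the paper names, Bcl3 alone was called with age (4 higher and 1 lower when adjusted over the list alone; adjusted p = 0.25 with an estimated correlation). Under EE edgeR called 0 over all genes or adjusted over the list alone, and DESeq2 called 0. The study chose the 10 genes, possibly on these samples, so that they are not independent evidence. Socs3, a suppressor of cytokine signalling, was at 0.51 (SE 0.178) with age and −0.05 (SE 0.218) under EE, and the cytokine receptor gene Il4ra at 0.33 (SE 0.117) and −0.05 (SE 0.147). Without the OE-named libraries both passed with age, at 0.71 for Socs3 and 0.48 for Il4ra, and with 2 surrogate variables at 0.59 and 0.37. Grb10, an adaptor of insulin receptors, was at 0.23 (SE 0.0816) with age and −0.29 (SE 0.105) under EE, and the estrogen receptor gene Esr2 at 0.44 (SE 0.417) and −0.84 (SE 0.572). The kinase gene Rps6ka1 was at 0.14 (SE 0.0638) with age and −0.0071 (SE 0.0805) under EE, and the small GTPase gene Rras2 at −0.16 (SE 0.062) and 0.04 (SE 0.079). Inhba, an activin subunit gene, was at −0.13 (SE 0.133) with age and 0.14 (SE 0.168) under EE. Cttnbp2 and Diexf were below 0 in both comparisons, at −0.02 (SE 0.0665) and −0.03 (SE 0.0413) with age and −0.03 (SE 0.0844) and −0.05 (SE 0.0527) under EE. Without the OE-named libraries they were at −0.15 and −0.12 with age, neither past the test, and above 0 under EE (0.11 and 0.05).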

The protein–protein interaction network showed significantly more interactions than would be expected by chance (enrichment *p*-value = 1.8 × 10^−10^).

## 4. Discussion

### 4.1. Enriched Environment Improves Cognitive Function in Aging

The beneficial effects of housing mice in an enriched environment on brain plasticity and cognitive and motor functions, including protection against psychiatric disorders and neurodegenerative processes, are well known [27,28,29]. At the cellular level, EE promotes the development of new neurons, increases dendritic branching, spine density and synaptogenesis and leads to a cascade of molecular and metabolic changes [30]. Other studies highlight the effect of EE on cognitive brain reserve [31]. The concept of cognitive reserve suggests that environmental stimuli can increase resilience even in cognitive aging. 

Here, in contrast to studies applying long-lasting EE [32,33], we tested whether an intervention starting late in life when cognitive impairment is already present [2], can still mediate a positive effect. To that end, we placed 22-month-old mice for 2 months in an EE with running wheels. The Barnes maze test was performed at 24 months of age to analyze learning and memory parameters. First, we determined the age effect and, as expected, 24-month-old mice showed a significant learning and memory deficit compared to 5-month-old mice. The age-related cognitive decline was evident during the learning phase, in the short- and long-term memory tests (Figure 1A–E). The young mice differed in their mean velocity compared to the old mice. They were significantly faster (Figure 1B). In a recent study published by our own group, we tested 3-, 9-, 15-, 24-, and 28-month-old mice in the Barnes maze test. The 24-month-old age group was statistically different from all younger groups in training time, confirming the results of the current study. In the previously published study, we were able to ascertain the impairments in cognitive function between 15 and 24 months [34]. When comparing 4–6-month- and 22–24-month-old C57BL/6Nia mice in the Morris water maze task (MWM), an improvement over time in both groups and an age-dependent difference in escape latency were observed during the training phase [2]. In another study with extensive testing, it was found that 24-month-old male C57BL/6J wild-type mice showed cognitive impairments in the MWM, Y-maze, and novel object recognition tests, as well as depressed and anxious behaviors in the tail suspension, forced swimming, open field, and elevated plus maze tests compared with 2-month-old mice [35]. In conclusion, our test results regarding age-related cognitive impairments are consistent with previously published data.

Comparing the 24mEE with the 24mSC mice, EE showed a strong positive effect on learning during training on short-term but not on long-term memory. The 24mEE mice improved significantly over the 24mSC mice; moreover, even to the point that they no longer differed significantly from the 5mSC mice in their cognitive performance. This was true for the primary latency during training and the Probe trial, for the ability to find the target hole, and for the time in the target quadrant. The measurement of mean velocity rules out the possibility that the better performance of the 24mEE mice was partially due to better motor functions (Figure 1B).

It has already been shown that long-lasting or lifelong housing in an enriched environment protects against cognitive decline up to a certain age. Water maze tests using 20-month-old female albino Swiss mice maintained from weaning under enriched conditions showed increased learning ability in finding the platform position and improved search strategy compared to age-matched controls [36]. Fuchs et al. showed that female Long-Evans rats, which were housed under an EE for up to 24 months, were better in the MWM learning test (successful trials) and memory Probe trial compared to rats that stayed in an EE only for a period of 18 to 24 months. Both conditions, the long-lasting and the later-started 4-month EE housing had positive effects, specifically on memory compared to standard housing. The effects on memory were greater with long-lasting EE but the enriched housing from 18 to 24 months also had positive effects [37].

We could show here that a late-onset EE in 22-month-old mice, at a time when cognitive deficits are already detectable [2,38], surprisingly still leads to positive effects in cognitive function. Under our Barnes maze testing conditions, we demonstrated an improvement in both learning and short-term memory, even to the extent that the 24mEE group did not differ significantly from the young 5mSC mice. These results impressively confirm that very old brains still respond positively to a complex environment, with physical activity certainly playing a major role. In a recently published study, we showed that voluntary running on a wheel for 2 months has a positive effect on cognition in 20-month-old mice [34].

### 4.2. Age-Related Gene Expression Changes in the Hippocampus

The hippocampus was chosen due to its central role in the development of age-related cognitive changes in mice and in humans [39,40]. First, we identified 860 age-regulated DEGs (24mSC vs. 5mSC). Half of the 860 genes were up-regulated and the other half were down-regulated (n = 430 each). The 860 DEGs were analyzed using the functional annotation tool DAVID Bioinformatics Resources (2021 Update). Age-regulated DEGs and their main functions were in agreement with previous results [41,42,43] and external publications [44,45] and identified immune process and transcriptional regulations, inflammation, and cytokine production as regulators in brain aging. Consistent with this, marker genes indicative of activated astrocytes and microglial cells were found to be more highly expressed in the old brain [39,46]. Li and colleagues identified 1054 DEGs in the hippocampus of 24- vs. 2-month-old male C57BL/6J mice that are closely related to neuroinflammation and involved in the regulation of immune processes, confirming our analysis [35]. Wang and colleagues analyzed the intersection of 139 up-regulated genes in the hippocampus of 24- and 29-month-old male C57BL/6 mice compared with 3-month-old mice and detected similar processes to our analysis: immune system process, innate immune response, defense response to viruses, and inflammatory response [44]. A cell type-specific analysis in the hippocampus is certainly worthwhile, as such an analysis in the whole brain has shown that aging triggers specific transcriptional processes in different cell types and that individual genes can be oppositely regulated between different cell types [47]. Some studies were also performed in rats and mice, combining the MWM to detect age-related memory impairment with downstream microarrays to identify genes and signaling pathways that may be associated with cognitive decline [48]: Male Fischer rats at 4, 14, and 24 months of age underwent MWM testing and the older rats showed a significant reduction in memory performance compared to the other two age groups. Microarray analysis of the CA1 region of the hippocampus revealed known age-related processes, including inflammation, oxidative stress, altered protein processing, and decreased mitochondrial function. Newly identified processes included down-regulated early response signaling, biosynthesis, and activity-regulated synaptogenesis, as well as up-regulated myelin turnover, cholesterol synthesis, lipid and monoamine metabolism, iron utilization, structural reorganization, intracellular Ca2+ release pathways, transcriptional regulators, and cytokines. Verbitsky and colleagues have already identified a specific deficit in spatial memory in 15-month-old C57BL/6NIA mice using their MWM testing paradigm. Using microarrays, altered expression of genes related to inflammation, protein processing, and oxidative stress was detected in the hippocampus, as well as an alteration in synaptic plasticity processes [49].

### 4.3. Enriched Environment-Induced Gene Expression Changes in the Hippocampus

Next, we analyzed genes that were influenced by late-onset EE in old animals (24mEE vs. 24mSC). Knowledge about the effects of short-term EE on the hippocampal transcriptome is limited to young or middle-aged animals. By using high-density oligonucleotide microarrays and cortical samples, Rampon et al. [50] showed that a two-week-lasting EE in 4-month-old CBA/B6 hybrid mice leads to changes in the expression of around 100 genes that could be linked to neuronal structure and synaptic plasticity. In 3-month-old CD1 mice, RNA-seq-based analyses revealed that one-month-lasting EE regulates around 100 genes mainly involved in extracellular matrix modifications [51]. In middle-aged rodents, preselected gene sets were analyzed and only minor effects were revealed, leading to the conclusion that gene expression in the hippocampus is little affected by late-onset EE [52,53,54,55,56]. However, Park et al. [57] showed that the transcriptional effects of late-onset EE in middle-aged C57Bl/6J male mice even exceed those of young ones by targeting mainly neurodegenerative and senescence-associated pathways. Recently, late-onset EE in middle-aged female C57BL/6JR mice was shown to have greater effects on the translatom compared with lifelong EE [58], consistent with the recovery of age-related abnormal DNA methylation patterns in a comparable EE paradigm [59]. Our results provide further evidence/support that brain–environment interventions require a genetic molecular mechanism for cognitive changes to occur. We identified 1311 hippocampal DEGs after late-onset EE in 24-month-old C57Bl/6 mice. This high number exceeds the amount of 860 age-related DEGs and underscores the formidable plasticity of the aging brain. Gene functional annotation revealed comprehensive effects on all cellular compartments including the nucleus, the cytoplasm and membranes but most importantly on dendrites, cell junctions and synapses as main locations of neuronal network plasticity. Importantly, DEGs following EE are enriched in biological processes that mediate modulation of synaptic transmission, consistent with electrophysiological studies showing EE-related effects on both hippocampal neuronal excitability [60,61] and restoration of age-related deficits in synaptic LTP [62,63]. All these processes are known to be critical for the performance of hippocampus-dependent memory tasks [64,65] and there are well-founded indications for homeostatic synaptic scaling that mediates widespread adjustments in neuronal network connectivity and finally results in greater sparsity in the higher-order sub-network of place cell representations [66]. This increased sparsity in the hippocampal representation of space is believed to mediate the improvements in spatial learning and memory after exposure of animals to an EE [67]. In support of this, we revealed the enrichment of DEGs related to molecular mechanisms of phosphorylation such as protein phosphorylation, kinase activity, protein kinase activity and GTPase activator activity. In particular, post-transcriptional modifications mediated by the genes underlying these pathways represent ideal mechanisms to drive global network reconfiguration through homeostatic synaptic scaling response [68,69] and there are indications for their critical involvement in mediating the positive effects of late-onset EE on cognitive performance in middle-aged C57Bl/6J male mice [57].

### 4.4. Reversal of Age-Related Gene Expression Changes

We identified 77 age-regulated DEGs that were sensitive to late-onset EE, including 72 DEGs with counter-regulation. This suggests that some age-related changes at the transcriptional level are reversible by late-onset EE in old mice. The extent of the reversal found here (72 of 860 age-related DEGs; 8.4%) is in line with exercise-induced transcriptional reversal found in 18-month-old BALB/c mice (reversal of 117 of 1193 age-related DEGs; 9.8%) by Kohman et al. [70]. StringDB-based protein network analysis revealed 10 counter-regulated genes exhibiting an enrichment for predicted protein interactions. This suggests a strong functional link between genes counter-regulated by late-onset EE and may be related to the cognitive improvements in our tests or the overall positive, health-prolonging effects of EE. Hippocampal Esr2 interacts with the level of brain estrogen and is known to influence age-related cognitive decline in several ways [71]. Especially brain-derived estrogen represents a master regulator of the central metabolic state [72] and mediates signaling cascades affecting synaptic plasticity in males and females [73]. Increased Esr2 expression, as found here in aged mice, correlates with decreased formation of dendritic spines, whereas spine density recovers upon Esr2 expression declines [74]. Cttnbp2 is a neuron-specific regulator of the cytoskeleton highly enriched in dendritic spines and its experimental down-regulation reduces their formation, remodeling and size [75]. Its deficiency, as demonstrated here in old animals, is associated with neurodegenerative processes in PD [76] and autism [77]. Therefore, EE-induced reversed expression of Cttnbp2 and Esr2 is consistent with cognitive improvements and hippocampal spine-pool recovery as recently shown in senescent SAMP8 mice [78]. The GTPase Rras2 is essential for oligodendrocyte differentiation and survival and instrumental in the formation of myelin sheaths; experimental down-regulation leads to axonal degeneration in mice [79,80]. Depletion or reduced expression of Rras2, as shown here in aged mice, promotes cells to switch into senescence [81]. There is ample evidence that post-mitotic cellular senescence is a major feature of aging and that aging is thus at least partially programmed [82]. Accordingly, Rras2 rescue reverses senescent phenotypes [81], which may be initiated by our experimental EE paradigm. In line with this, aging-related up-regulation of Rps6ka1, a hub gene in the senescent SAMP8 mice [83], is associated with Alzheimer’s disease development, and experimental down-regulation (as here demonstrated by late-onset EE), ameliorates associated deficits in synaptic plasticity and spatial memory [84] and increases the lifespan of S6K1−/− mice [85]. Beyond reversing senescent phenotypes, down-regulation of Rps6ka1 also restores deficient insulin sensitivity in aged S6K1−/− mice [86]. This is an important observation as the progression of central insulin resistance renders cells insensitive to external inputs and accelerates cognitive decline, neurodegenerative disease and aging of the brain [87,88,89]. In addition to Rps6ka1 expression changes, we found further evidence that the insulin-dependent aspect of aging can be positively influenced by late-onset EE. Age-related increased expression of Grb10, a known inhibitor of insulin signaling and a negative regulator of neuronal growth and commitment [90], was reversed by late-onset EE. In line with our findings, down-regulation of Grb10 in the hippocampus using short hairpin RNA was shown to be neuroprotective and restored impaired memory and learning abilities in insulin-resistant diabetic rats [91]. SOCS3 also mediates insulin resistance and elevated SOCS3 levels, as shown here in aged mice, may predispose to neurodegenerative diseases [92]. Additionally noteworthy is the observation that suppression of increased SOCS3 expression after spinal cord injuries protects against apoptosis and finally facilitates their survival and regeneration [93,94,95,96]. There is accumulating evidence that increased susceptibility to apoptosis contributes to aging of the brain [97] by reducing the number of stressed but functional cells [98]. Reduced apoptosis in association with EE was found in young [99], aged [100] and senescent SAMP8 mice [78]. In this context, Il4ra, a known mediator of IL-4-induced apoptosis in monocytes [101], mast cells [102], hepatocytes [103] and endothelial cells [104], was found to be up-regulated in our study in the hippocampus of aged mice. Accordingly, down-regulation of Il4ra, as occurring with late-onset EE, was proposed as a neuroprotective approach in multiple sclerosis [105]. Age-related up-regulation of Bcl3, as shown here, was also observed in brains suffering from mild cognitive impairment and Alzheimer’s disease [106,107]. Bcl3 was shown to promote TNF-induced apoptosis in hepatocytes [108]; moreover, it is an important inhibitor of NF-kB activity [109]. Bcl3 down-regulation by late-onset EE may therefore mediate molecular pathways that support nerve cell survival and neuronal network plasticity [110]. Furthermore, EE-induced up-regulation of Diexf initiates the proteasome-independent degradation of excessive p53 [111,112], which may further contribute to reducing apoptosis [113] and can eventually lead to the regeneration of damaged and functionally impaired brain tissue as a result of an EE. With Inhba, we identified an important and cross-species regulator of tissue regeneration [114], whose age-related reduced expression is enhanced during late-onset EE in aged mice. 

In summary, our study shows that the brains of old mice that were kept in sensory- and activity-deprived standard housing conditions until 22 months may still have a considerable degree of plasticity. In particular, switching them to an EE that meets the accommodation needs of mice and also figuratively would cover many necessary stimuli in humans, proved to be a promising and non-pharmacological strategy for the treatment of age-related cognitive deficits. Our transcriptome analysis revealed a complex pattern of gene expression changes suggesting that the direction of known age-related molecular signaling cascades mediating dendritic spine stability, senescence, insulin resistance, apoptosis, and regeneration can be positively affected.

## Figures and Tables

**Figure 1:**
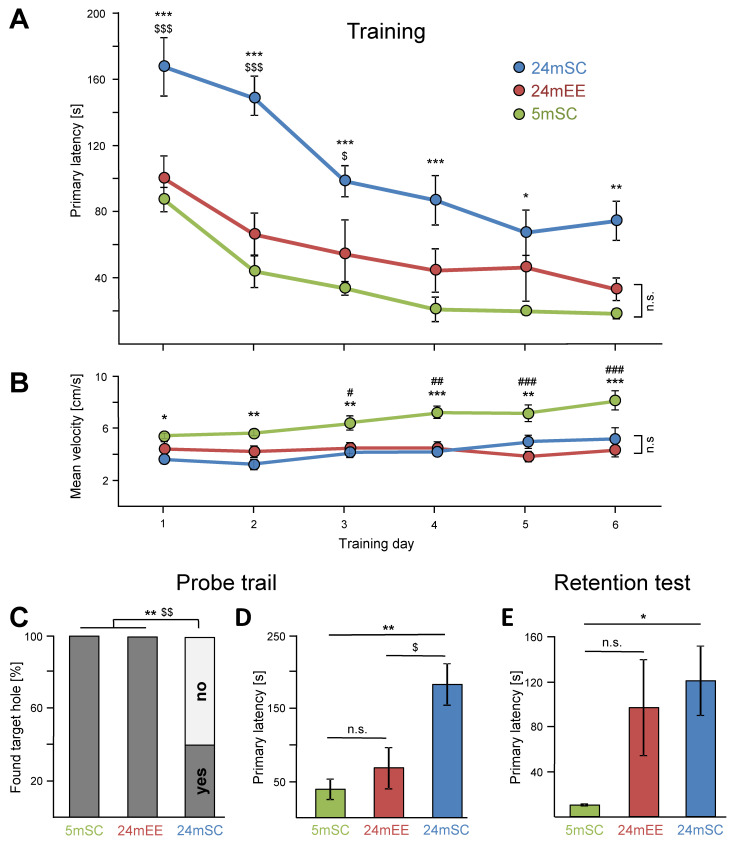
**Late-onset EE restores deficits in spatial learning and short-term memory in 24-month-old mice in the Barnes maze test.** (**A**) Improvement over the training period was observed for all groups (F_5,110_ = 26.44, *p <* 0.001). Under standard housing conditions, 24-month-old mice (24mSC, n = 10) took significantly more time to reach the escape hole (primary latency) compared to 5-month-old mice (5mSC, n = 8) on each training day. After late-onset EE exposure, 24-month-old mice (24mEE, n = 7) performed better than 24mSC mice on days 1, 2 and 3 and notably were not significantly different from 5mSC (F_2,22_ = 18.48, *p <* 0.001). (**B**) 5-month-old mice (5mSC) were significantly faster (mean velocity) than 24-month-old mice (24mSC and 24mEE) but there was no significant difference between the old mice groups (F_2,22_ = 16.46; *p <* 0.001). (**C**–**E**) Significant effects of aging and late-onset EE were also evident during the Probe trial (F_2,22_ = 9.55, *p* = 0.001) and the Retention test (F_2,21_ = 4.27, *p* = 0.028). All parameters are shown as mean ± SEM, success rate in finding the target hole is presented as %. Retention test in the 24mEE group was performed with n = 6, due to loss of one animal. Training period was tested with mixed ANOVA, Probe trial and Retention test were analyzed with univariate ANOVA, success rate was tested with Fisher’s exact test, * = 5mSC vs. 24mSC, # = 5mSC vs. 24mEE, $ = 24mSC vs. 24mEE, *, $, # *p* ≤ 0.05, **, $$, ## *p* ≤ 0.01, ***, $$$, ### *p* ≤ 0.001.

**Figure 2:**
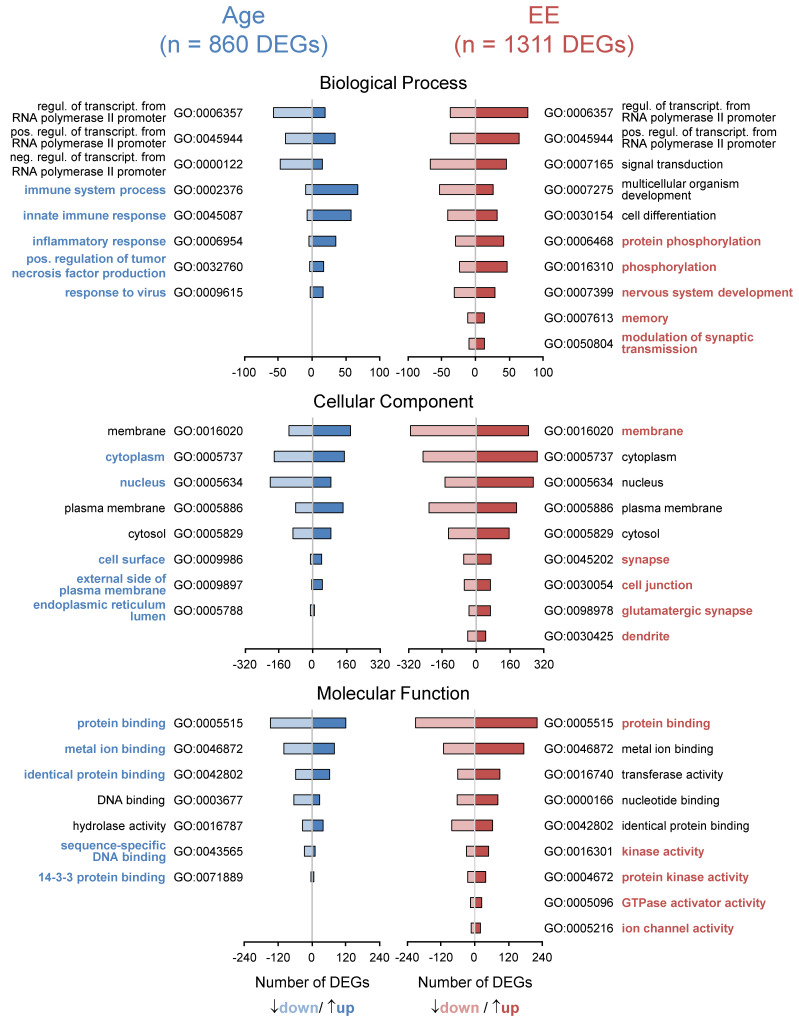
**Late-onset EE affects hippocampal gene expression more than age.** Aging in standard housing conditions revealed n = 860 DEGs (5mSC vs. 24mSC, left side in blue) whereas late-onset EE revealed n = 1311 DEGs (24mSC vs. 24mEE, right side in red). For both sets of DEGs, functional annotation considering the DAVID gene ontology categories “biological process”, “cellular component” and “molecular function” was performed (threshold: count = 10–4, EASE = 0.1, *p <* 0.01), whereas for each category the intersection of the 5 most significant (colored and bold) and 5 GO-terms with most genes was selected for presentation. DEGs were obtained through pairwise comparisons between the treatment groups (5mSC: n = 8, 24mSC: n = 10, 24mEE: n = 10). The full set of DEGs and functional annotations including statistics are shown in Supplementary Tables S1 and S2.

**Figure 3:**
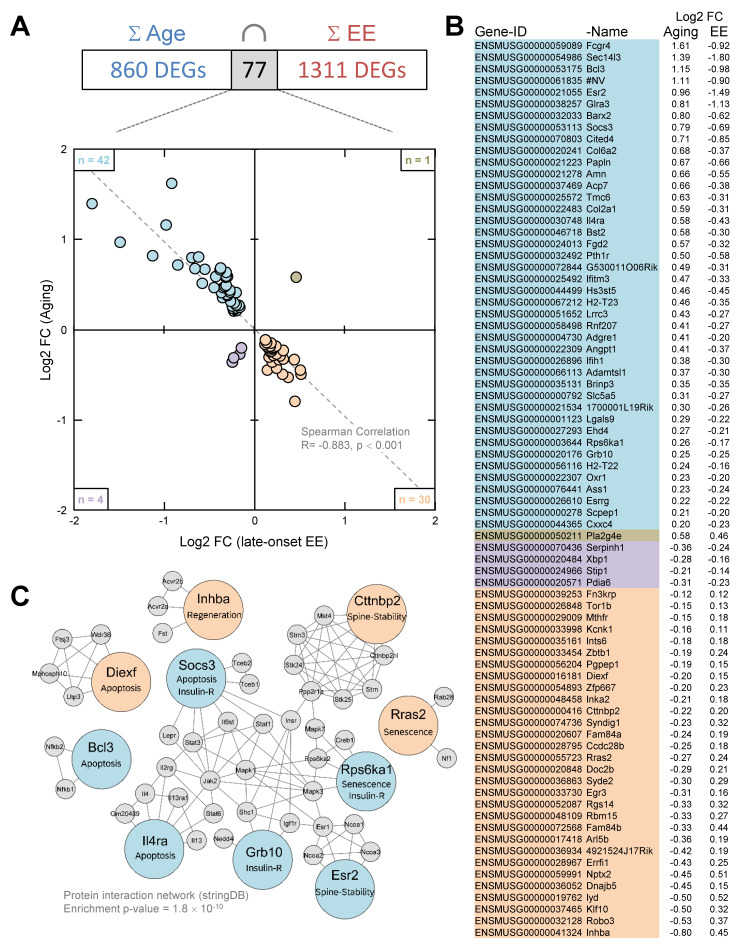
**Late-onset EE partially reverses age-related hippocampal gene expression changes.** (**A**) A small intersection of n = 77 age-related DEGs was affected by late-onset EE. The scatter plot (upper left and lower right quadrant), as well as the 12th panel in (**B**), shows among them n = 72 DEGs with counter-regulation. (**C**) StringDB association network identified 10 age-related DEGs as key regulators. Reverse-regulated genes (colored big circles) with at least 2 predicted interaction partners in the first shell (grey small circles, not included in our data set) and confidence scores > 0.9 are visualized. Additionally, their literature-based participation in known aging-relevant signaling cascades is indicated (see discussion for detailed descriptions). DEGs were obtained through pairwise comparisons between the treatment groups. Age: 5mSC (n = 8) vs. 24mSC (n = 10), EE: 24mSC (n = 10) vs. 24mEE (n = 10). The full set of DEGs, their functional annotations including statistics and the complete list of interactions is shown in Supplementary Table S3.

## Data Availability

The data presented in this study are available in the article or in the Supplementary Material. The RNA sequencing data discussed in this publication were deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession numbers GSE111270 and GSE111271. The data sets listed are part of a huge collaboration project called “JenAge” (https://www.ncbi.nlm.nih.gov/gds/?term=jenage (accessed on 28 February 2008)). Therefore, counts and RPKMs were automatically created in the associated data sets in an identical manner for submitting to GEO. These counts and RPKMs were not used in this manuscript. Instead, reads were processed as given in the section “Data analysis”.

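The deposited counts are whole numbers per gene and library. The deposited RPKM values are not scaled by the total of their own library. Over 8110 genes with enough counts, the gene length that each RPKM value implies varied by 26.6% between the libraries of a gene (coefficient of variation) when each value was taken as divided by the total of its own library, and by 0.0025% when the 39 totals were taken as repeated down the genes of the table. By this reading 2.56% of the values were divided by the total of their own library. The mis-scaling of a value had an SD of 0.376 on the log2 scale and reached 2.45-fold. For these reasons all levels and tests given for named genes, such as C4b or Fos, rest on the counts, and the RPKM values served only as an alternative.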

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells11233864/s1, Supplementary Table S1: DEGs Age; Supplementary Table S2: DEGs EE; Supplementary Table S3: DEGs Age counter-regulation; Supplementary Table S4:_qPCRValidation; Supplementary Table S5:_effect size.

How the deposited data were processed for this re-analysis (not part of the article)

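Hippocampal RNA of 39 mice was sequenced by the authors in 4 groups (24mSC, 24mEE, 5mSC and 5mEE). Per the submitters' processing notes, base calls were converted with bcl2fastq 1.8.3, reads were aligned with STAR 2.4.1d to GRCm38, and reads per gene were assigned with featureCounts 1.4.6-p4. The counts as deposited are whole numbers of reads per gene without normalization, made by the authors with featureCounts. The RPKM values as deposited were made by the authors from these counts, scaled by gene length and library total, and the totals were repeated down the genes of the table, as tested on the values. The paper states that these counts and RPKM values were not the ones used for its own results. All 39 libraries were used and no column of per-library values was left out. Libraries were grouped by the age and treatment that their labels give. The libraries of the 24mSC group fall into 9 with a number and 6 with an OE name, and as the meaning of the names is not given in the sources used here, the names served for alternatives only.

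Of 47729 genes, 47224 carried a symbol and 11261 had no count in any library. Coordinates of the GENCODE annotation on the same build were given for 17219 of the 17281 genes tested. Genes were kept with edgeR's filterByExpr for the 4 groups. Analyses were run in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and sva 3.50.0. One edgeR model with TMM normalization and 4 group means was fitted, and 5 comparisons were tested with the quasi-likelihood test, which are 24mSC against 5mSC, 24mEE against 24mSC, 5mEE against 5mSC, the difference of both EE effects, and 24mEE against 5mSC. P-values were adjusted by Benjamini-Hochberg, with a threshold of 0.05. CPM values use library sizes scaled by TMM. Mean log2 CPM values of a list per library use a prior count of 2. The depth per library limits the precision of low levels, and the spread between mice enters each SE.

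Genes were named by a rule, which takes the 10 highest and 10 lowest log2 fold changes among the called genes with a mean of at least 1 CPM over the libraries compared, the 4 members of each list with the smallest p, and the genes the paper names, whose values in the paper's tables had been seen. Called members of a list that are named beyond this rule were chosen after their values were seen. The 37 lists were general microglia, activated microglia, interferon response, MHC class I, complement, reactive astrocytes, resting astrocytes, myelin, oligodendrocyte precursors, neurogenesis, activity-induced genes, glutamatergic synapse, synaptic vesicle, interneurons, potassium channels, insulin signalling, chaperones and heat shock proteins, matrix, senescence and p53, circadian clock, oxidative phosphorylation, CA1, CA2, CA3, dentate gyrus, choroid plexus, ependyma, thalamus, cortex and subiculum, striatum and septum, hypothalamus and pituitary, red blood cells, lymphocytes, endothelium, meninges, the hub genes of the paper and the genes of Table S4. Lists were tested with camera with an estimated correlation, adjusted over the 37 lists of a comparison.

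The alternatives were DESeq2, RLE size factors, no filter on low counts, at least 1 CPM in 5 libraries, 2 surrogate variables from svaseq, limma on log2 of the deposited RPKM values with pseudocount 0.1 or 1 and without a filter, a fit of the 2 groups compared alone, each 24mEE library left out, the 24mSC libraries with an OE name left out, and for lists a preset correlation of 0.01 and fry. Other splits of the samples into groups of the same sizes were drawn 99 times per comparison, and counts of splits out of 100 include the real one. The pipeline was tested on simulated data with the group sizes and the spread of these libraries, in which 4.2% of the calls for age, 4.63% of those for EE at 24 months, 4.03% of those for EE at 5 months, 5.59% of those for the difference of both and 5.03% of those for age under EE were false. The first 2 principal components held 14.4% and 9.89% of the variance, and the correlation of log2 CPM between pairs of libraries ranged from 0.969 to 0.995.

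The other series that the paper names and the deposited read sequences were not used here, and alignment was not repeated. The sequencing run could not be entered into the model, since it is not given in the sources used here. The behavioural tests and the qPCR values of the paper were not analysed here.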

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

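The level of the choroid plexus list and the log2 fold changes of the called genes without mice UKJ_5_81 and UKJ_5_85, and the use of the range of draws beside their median, were chosen after the results were seen.

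No gene passed the test between 24mEE and 24mSC, and since every split of the mice gives at least 0 genes (100 of 100), the splits say nothing about chance here (the highest other gave 87, which points to a structure of the samples). Without the OE-named 24mSC libraries the count was again 0, with 704 genes at an unadjusted p under 0.05, and it was 0 against the numbered libraries in a fit of all libraries, but with fewer mice a count of 0 does not tell whether the OE-named libraries hid changes. The share of tested Table S2 genes with the paper's direction was 87% with all 24mSC libraries, 97.8% without the OE-named ones and 62.5% against these alone (genes that the study chose, not independent evidence). The OE-named libraries do affect the comparison. EdgeR called 0 genes against the numbered libraries alone and 1098 against the OE-named ones alone. Whether the OE-named libraries hid changes by EE stays open. The number of enriched mice could limit the test, but with 5 of the 10 5mSC libraries the age test still called a median of 254 genes, 34.4% of its 739, which is above the third set beforehand as evidence against this explanation, while the range of the draws (73 to 596) spans that bound and leaves it open, and the 24mEE mice differed from 5mSC in 962 genes. An effect of EE on many genes by less than the test recovers (24.3% of genes changed 1.2-fold in the simulation) stays open as a biological hypothesis that was not tested.

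Within 24mSC, 1480 genes differed between the 6 OE-named and the 9 numbered libraries (985 higher and 495 lower in the OE-named ones; DESeq2 1766; median mitochondrial counts 4.79% and 7.25%), among them Fos, Egr2 and Arc, which neuronal activity induces, and the clock genes Per1 and Ciart. Chance is excluded as the source (1 of 100 splits, the real one, gave as many; the highest other split gave 144), and so is the library of mouse OE3273 alone, without which 1139 genes differed. The genes changed with age do not come from the OE-named libraries alone, since 817 were called without them. The paper states that the mice were kept in 2 runs at different times, but the run of each library is not given in the sources used here, so a difference between sequencing batches cannot be told apart from one between the mice. The higher activity-induced and clock genes may reflect the time of day or the handling before death, a hypothesis that was not tested.

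In the 5mEE mice, which the paper does not report on, Ttr, the main product of the choroid plexus, was at 5952 CPM in mouse UKJ_5_81 and 3364 CPM in mouse UKJ_5_85, and between 25.2 and 378 CPM in all other libraries. All 17 markers of choroid plexus epithelium, which no other list holds and which passed the filter on low counts, were above 0 under EE at 5 months (median log2 fold change 2.10), and without these 2 libraries the median was −0.31. This is consistent with choroid plexus tissue in these 2 libraries, and it argues against a rise in all enriched mice. It argues against this tissue as the source of the 4 genes that differed between 5mEE and 5mSC that 3 of them were called without the 2 libraries (Fst at 1.23, Cort at 0.66 and Frem3 at −1.33), and that the other, Plscr4, had a like log2 fold change (−0.36) with an adjusted p of 0.17 from the edgeR test. Chance cannot be excluded for the 4 either (9 of 100 splits gave as many, and the highest other split gave 269, which points to a structure of the samples).

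The other libraries far from their group are given as values. Of 123 tests for a value far from its group (Dixon), 10 passed, and chance alone gives about 6.15. The 24mSC group, with 15 libraries, was not part of these tests. In it, the library of mouse OE3273 had 15.9% mitochondrial counts (next 8.34%), 7.76% of its counts on mt-Rnr2 and the lowest median correlation with other libraries, 0.978. The library of mouse OE3274 had a mean log2 CPM of 2.86 for neurogenesis markers (next 2.10). The 24mEE library of mouse UKJ_24_1076 held 30147869 counts, while the next highest of its group held 20340751. Endothelial markers had a mean log2 CPM of 4.86 in the 24mEE library of mouse UKJ_24_1070, and 4.36 in the nearest other. In the 5mSC library of mouse UKJ_5_107, 13.1% of the counts were mitochondrial (next 7.06%), and the 10 most abundant genes held 13.6% (next 7.54%). In the same library, the mean log2 CPM was 7.35 for genes of the glutamatergic synapse (nearest 7.60), 8.19 for those of synaptic vesicles (nearest 8.54) and 6.04 for potassium channels (nearest 6.34). Lymphocyte markers were at −0.40 in the 5mSC library of mouse UKJ_5_112 (nearest −0.03). In the 5mEE library of mouse UKJ_5_81, markers of CA2 pyramidal cells were at 4.98 (nearest 4.51) and those of ependyma at 2.78 (nearest 1.56).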

How the results depend on the processing

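The settings without mouse OE3273, without mouse UKJ_5_107, without mice UKJ_5_81 and UKJ_5_85, with recomputed RPKM values, with only the OE-named libraries as the aged group, and all settings for age under EE were chosen after seeing the data, as were the lists reported singly. No paired analysis was possible because each mouse gave 1 library and the mouse numbers differ between the groups. The number of genes changed with age stayed within 1.5 times of 739 under DESeq2, RLE size factors, both filters on low counts, the fit of the 2 groups alone, without the OE-named libraries, with each 5mSC library left out in turn and in the settings chosen after seeing the data. With only the OE-named libraries as the aged group it was within this range in a fit that left out the numbered 24mSC libraries, but outside it, at 1434, in a fit of all libraries. It left this range also with 6 of the 15 24mSC libraries left out at random (median 403.5), with 2 surrogate variables (1522), with limma on the deposited RPKM values (39 with pseudocount 0.1, 15 with pseudocount 1 and 12 without a filter) and with 5 of the 10 5mSC libraries (254). The number changed by EE at 24 months was 0 in each fit that kept the numbered 24mSC libraries or left out 1 library, except limma without a filter (1). It was 0 to 3 with 6 of the 15 24mSC libraries left out at random, and 1098 against the OE-named libraries alone. The number changed by EE at 5 months was 7 with 2 surrogate variables, 16 with DESeq2, 2 with recomputed RPKM values and 1 with at least 1 CPM in 5 libraries. It was 0 with limma on the deposited RPKM values at either pseudocount and without a filter, with no filter on counts, without mouse OE3273 and in the fit of the 2 groups alone. The number changed with age under EE was 1798 with 2 surrogate variables, 31, 10 and 13 with limma on the deposited RPKM values (pseudocount 0.1, pseudocount 1, no filter), 558 with no filter on counts, 640 in the fit of the 2 groups alone and 1610 without mouse UKJ_5_107. With each 24mEE library left out in turn it ranged from 394 to 791. The fits with fewer libraries and those with more genes tested have less power by construction. For limma with pseudocount 0.1, the low count with age goes with the scaling of the deposited RPKM values. With recomputed RPKM values the count stayed within 1.5 times of 739. Limma then called 264 genes of Table S1 in the paper's direction, against 30 with the deposited values. For the other settings and comparisons the cause was not tested.

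The Spearman correlation of age and EE log2 fold changes over the Table S3 genes was −0.46 with 2 surrogate variables and −0.58 without the OE-named libraries. Over all tested genes it was 0.016 with 2 surrogate variables, 0.092 without mouse UKJ_5_107 and 0.10 with the 24mSC libraries split, against −0.31 with no filter on counts and −0.16, −0.19 and −0.25 with limma on the deposited RPKM values (pseudocount 0.1, pseudocount 1, no filter). The share of genes with the direction of the paper's tables was 97.9% (Table S1) and 96.7% (Table S2) with 2 surrogate variables, and 99.1% and 97.8% without the OE-named libraries. For Table S3 it was 86.8% under EE with 2 surrogate variables, and 97.4% with age and 96.1% under EE without the OE-named libraries. The cause was not tested.

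Of the 37 lists, 3 were called with age with an estimated correlation. Without the OE-named libraries 5 were, with MHC class I (adjusted p = 0.033) and neurogenesis (adjusted p = 0.0025) added. Comparing the numbered libraries with 5mSC in a fit of all libraries, MHC class I passed (adjusted p = 0.0276) and neurogenesis did not (adjusted p = 0.0597). The neurogenesis list was not tested with the library of mouse OE3274 alone left out. With a preset correlation of 0.01, which takes genes of a list as nearly independent, 11 lists were called with age, 6 under EE at 24 months, 12 under EE at 5 months, 8 for the difference of both and 10 with age under EE. Among those added with age were general microglia markers (adjusted p = 0.018), MHC class I (2.6e-13), interferon genes (3.9e-04), oligodendrocyte precursors (0.0015), neurogenesis (0.0045) and chaperones (4.4e-10). Under EE at 24 months the 6 were general microglia markers (3.8e-05), myelin markers (6.2e-05), circadian clock genes (0.0092), insulin signalling (0.037), activity-induced genes (2.0e-08) and chaperones (1.7e-06). Those at 5 months included choroid plexus (1.2e-04), interferon genes (9.6e-13) and activity-induced genes (3.4e-07). For the difference of both the 8 were interferon genes (1.0e-14), MHC class I (1.7e-06), chaperones (6.0e-12), myelin markers (6.7e-04), interneuron markers (0.0069), insulin signalling (0.0072), markers of striatum and septum (0.028) and reactive astrocytes (0.040). Those with age under EE included chaperones (6.7e-15) and activity-induced genes (1.3e-06). With fry, which does not compare a list with other genes, 9 lists were called with age, MHC class I (7.9e-04), oligodendrocyte precursors (0.0036) and chaperones (0.047) among them, and 5 with age under EE, chaperones (0.0070) among them. The sign of the glutamatergic list under EE at 24 months turned with 2 surrogate variables (adjusted p = 0.897) and without the OE-named libraries (adjusted p = 0.983), and that of the potassium channels with 2 surrogate variables (adjusted p = 0.897). Over all comparisons, the sign of 35 of 185 list tests turned with 2 surrogate variables and that of 27 of 148 without the OE-named libraries, none of them a called list.

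Of the single genes named, as named in each comparison, 150 kept direction and call with DESeq2, 152 with RLE size factors, 144 with 2 surrogate variables, 121 without the OE-named libraries, 141 without mouse OE3273, 134 with recomputed RPKM values, and 67 and 45 with limma on the deposited RPKM values (pseudocounts 0.1 and 1). These log2 fold changes turned sign with age. Rmrp was at −0.26 with DESeq2, −0.38 with 2 surrogate variables, −0.28 without the OE-named libraries and −0.26 without mouse OE3273. Gm25395 was at −0.15, −0.24, −0.24 and −0.10 in the same settings. With limma on the deposited RPKM values (pseudocount 0.1, then 1), Bhlhe41 was at −0.016 and −0.017, Rps6ka1 at −0.13 and −0.10, and Klf10 at −0.17 and −0.16, and without the OE-named libraries Klf10 was at −0.24. Under EE at 24 months, Diexf was at 0.010 with 2 surrogate variables, 0.048 without the OE-named libraries, and 0.052 and 0.045 with limma. Cttnbp2 was at 0.079 with 2 surrogate variables and 0.11 without the OE-named libraries, Rps6ka1 at 0.058 and 0.037 with limma, and Socs3 at 0.0038 with recomputed RPKM values. With each 24mEE library left out in turn, the log2 fold change under EE ranged from −0.0803 to 0.043 for Rps6ka1, from −0.076 to 0.039 for Cttnbp2, from −0.018 to 0.082 for Rras2, from −0.12 to 0.0082 for Il4ra and from −0.17 to 0.060 for Socs3. None of these genes passed the test under EE. The turns with limma on the deposited RPKM values were absent with recomputed ones (pseudocount 0.1). There Bhlhe41 was at 0.25, Rps6ka1 at 0.13 and Klf10 at 0.10 with age. Under EE Diexf was at −0.037 and Rps6ka1 at −0.0017. The rise of Rmrp and Gm25395 with age rests on the library of mouse OE3273. The cause of the other turns was not tested.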

Differences from the paper's values

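The paper reports 1311 genes changed by EE at 24 months, 669 higher and 642 lower, at an FDR under 0.05 from DESeq2. Here edgeR called 0 at the same threshold (0 higher, 0 lower; 1456 at an unadjusted p under 0.05), and none of the alternatives set before the data were examined comes near the paper's count. The aged control group here is wider than the paper's, and the paper's model held a term for the sequencing run. Of the paper's 77 genes changed both with age and by EE, with 72 of them opposite, 42 in one direction and 30 in the other, the counts here were 0, 0, 0 and 0, and the same holds under each of these alternatives. For the correlation of age and EE log2 fold changes, the paper's value over the 77 genes is −0.883 and the value here −0.30, and over the 16 genes of Table S4 the paper's value is −0.982 and the value here −0.44, and none of these alternatives reaches either. The paper's number of 24mEE mice is 10, and 5 libraries of this group were analysed here, from one of the pair of series that the paper names. The paper states 35 Mio reads per sample, and the median number of counts assigned to genes per library was 20.7 Mio here, which is another quantity than reads.

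For the log2 fold change with age, these values differ from those in the paper's Table S4, the paper's value first. A value counts as within the paper's when both have the same sign and differ by no more than the larger of their SEs, which for genes with a large SE, such as Esr2, allows values far apart. Socs3 was at the paper's 0.791 against 0.51 here, Il4ra at the paper's 0.584 against 0.33, Rps6ka1 at the paper's 0.260 against 0.14 and Esr2 at the paper's 0.963 against 0.44. Of the alternatives set before the data were examined, the fit without the OE-named libraries came within the paper's value for these 4 genes (0.71, 0.48, 0.19 and 0.57), and the others did not. For Fcgr4 the paper's value is 1.61 and that here 1.10, and the fits with 2 surrogate variables (1.27) and without the OE-named libraries came within it. Cttnbp2 was at the paper's −0.220 against −0.024, and limma on the deposited RPKM values alone came within it (−0.21, with an SE of 0.158 at pseudocount 0.1). The fit without the OE-named libraries gave −0.15 (SE 0.0565) for Cttnbp2. Diexf was at the paper's −0.200 against −0.031, and limma alone came within it (−0.28 and −0.22 for both pseudocounts, SE 0.167 and 0.130). The fit without the OE-named libraries gave −0.12 (SE 0.0377) for Diexf. Rras2 was at the paper's −0.273 against −0.16, and limma (−0.43 and −0.39) and the fit without the OE-named libraries (−0.23) came within it. The limma values of Cttnbp2, Diexf and Rras2 rest on the mis-scaled deposited RPKM values, with SEs of 0.130 or more. Their match with the paper's values thus carries little weight. None of these alternatives came within the paper's value for Inhba (the paper's −0.797 against −0.13), Klf10 (the paper's −0.502 against 0.11), Nptx2 (the paper's −0.450 against 0.12) and Sec14l3 (the paper's 1.39 against 0.28). The settings without the OE-named libraries and with 2 surrogate variables also called Socs3, Il4ra and Fcgr4 changed with age, which the paper calls.

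For the log2 fold change under EE, the paper's value of Esr2 is −1.49 and that here −0.84, and DESeq2 (−0.94) and the fit without the OE-named libraries (−0.94) came within it. Inhba was at the paper's 0.449 against 0.14, and limma with pseudocount 0.1 (0.22) and the fit without the OE-named libraries (0.29) came within it. Diexf was at the paper's 0.148 against −0.048, with limma at 0.052 and 0.045 within it (SE 0.212 and 0.165). Rras2 was at the paper's 0.244 against 0.038, with limma at 0.18 and 0.17 within it (SE 0.220 and 0.201). These limma values rest on the deposited RPKM values. With RPKM values recomputed from the counts, limma gave −0.037 (SE 0.053) for Diexf, of opposite sign to the paper's, and 0.043 (SE 0.079) for Rras2. None of the alternatives came within the paper's value for Socs3 (the paper's −0.694 against −0.046), Cttnbp2 (the paper's 0.199 against −0.029), Il4ra (the paper's −0.427 against −0.054), Rps6ka1 (the paper's −0.169 against −0.0071) and Bcl3 (the paper's −0.981 against −0.39). The same holds for Fcgr4 (the paper's −0.920 against 0.41), Klf10 (the paper's 0.316 against −0.36), Nptx2 (the paper's 0.507 against 0.20) and Sec14l3 (the paper's −1.80 against −0.40). Of the 16 genes of Table S4, Grb10, Bcl3, Iyd and Robo3 did not differ from the paper's value with age, nor Grb10, Iyd and Robo3 under EE.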

Other observations

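The directions of the Table S3 genes over other splits were counted after the result was seen.

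Some collagen and clock genes changed with age, though neither list passed as a whole. Col6a2, a chain of the pericellular collagen VI, rose from 12.9 ± 3.72 CPM (SD, n = 10) in 5mSC to 21.2 ± 3.57 CPM (SD, n = 15) in 24mSC, by 0.72 on the log2 scale (SE 0.132, adjusted p = 7.9e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Col6a1 rose by 0.77 (SE 0.188), a call that is lost without the OE-named libraries. Of 21 collagens and matrix proteins, 4 rose and none fell (6 higher when adjusted over the list alone; adjusted p = 0.30 with an estimated correlation). Of 17 circadian clock genes, 4 rose and 1 fell (5 higher and 1 lower when adjusted over the list alone; adjusted p = 0.79 with an estimated correlation). Nr1d1, a repressor of the clock, rose by 0.40 (SE 0.0864), and the clock output gene Tef fell by 0.19 (SE 0.0486), but the rises of clock genes rest on the OE-named libraries. Against 5mSC, none of the 17 rose and 2 fell in the numbered 24mSC libraries, and 9 rose and 1 fell in the OE-named ones (0 higher and 2 lower, and 9 higher and 2 lower, when adjusted over the list alone). Within 24mSC the OE-named libraries were higher than the numbered ones in 10 of the 17 clock genes and lower in 1 (11 and 1 when adjusted over the list alone; adjusted p = 0.031 with an estimated correlation), with Per1 higher by 0.99. Under EE at 24 months no clock or matrix gene passed over all genes, and 1 clock gene was higher and 3 were lower when adjusted over the list alone. Doc2b, a calcium sensor of transmitter release, fell with age by 0.26 (SE 0.0517) and the active zone gene Rims2 rose by 0.16 (SE 0.0474), the only 2 of 22 vesicle genes to pass (1 higher and 1 lower when adjusted over the list alone). Of 34 glutamatergic synapse genes Homer2 alone fell with age, by 0.21 (SE 0.0619), a gene that did not pass when adjusted over the list alone.

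In mice of 5 months, interferon genes were higher in some of the enriched mice and did not pass over all genes. The mean log2 CPM of 25 interferon-stimulated genes was 3.27 in mouse UKJ_5_87, 2.98 in mouse UKJ_5_81, 2.79 in mouse UKJ_5_79 and 2.30 in mouse UKJ_5_85, between 1.57 and 1.99 in the other 5mEE libraries, and between 1.56 and 2.10 in 5mSC. Mice UKJ_5_81 and UKJ_5_85 are also those with high Ttr. The mean log2 CPM of 4 lymphocyte markers was 1.80 in mouse UKJ_5_85, 1.44 in mouse UKJ_5_87 and 0.89 in mouse UKJ_5_86, and between −0.40 and 0.32 in the other 5-month libraries. All 4 were above 0 under EE at 5 months (median 0.50), none was called over all genes and 3 were higher when adjusted over the list alone (adjusted p = 0.57 with an estimated correlation). Meningeal markers had a mean log2 CPM of 4.687 in mouse UKJ_5_85 and 3.95 in mouse UKJ_5_81. They were between 2.655 and 3.457 in the other 5mEE libraries, with 3.254 in mouse UKJ_5_87 and 3.205 in mouse UKJ_5_86. The relation of the meningeal and lymphocyte markers was not tested. Bst2, an antiviral membrane protein, was at 6.96 ± 4.19 CPM (SD, n = 9) in 5mEE and 3.53 ± 0.834 CPM (SD, n = 10) in 5mSC, a log2 fold change of 0.97 (SE 0.227, adjusted p = 0.14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 25 interferon-stimulated genes, 24 were above 0 (median 0.54), none was called over all genes and 20 were higher when adjusted over the list alone (adjusted p = 0.41 with an estimated correlation). The test of the difference between the EE effects at 24 and 5 months called 0 genes by edgeR (606 at an unadjusted p under 0.05) and 0 by DESeq2. For the interferon list this difference had a median of −0.75, with 12 genes lower when adjusted over the list alone (adjusted p = 0.34 with an estimated correlation). The 4 genes called under EE at 5 months by edgeR (DESeq2 16; 1252 at an unadjusted p under 0.05) were Fst, an activin antagonist, at 1.09 (SE 0.202), the neuropeptide gene Cort at 0.56 (SE 0.112), the matrix gene Frem3 at −1.21 (SE 0.237) and Plscr4 at −0.37 (SE 0.074). None of the 4 was called with no filter on counts, in the fit of the 2 groups alone or without the 24mSC library of mouse OE3273. The same holds for limma on the deposited RPKM values, while 2 surrogate variables gave more calls. Compared with 5mSC, the 24mEE mice were lower in 10 of 26 chaperone genes (21 when adjusted over the list alone; adjusted p = 0.21 with an estimated correlation) and in 4 of 30 activity-induced genes (12 when adjusted over the list alone; adjusted p = 0.65 with an estimated correlation), with Fos at −1.85 (SE 0.524). They were higher in 6 of 14 complement genes (7 when adjusted over the list alone; adjusted p = 0.19 with an estimated correlation), in 6 of 25 reactive astrocyte genes (8 higher and 1 lower when adjusted over the list alone; adjusted p = 0.11) and in 6 of 20 general microglia markers (9 when adjusted over the list alone; adjusted p = 0.58).

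With age, the other lists given here held few calls. For activity-induced genes the count of 0 combines opposite differences, since against 5mSC 16 of the 30 were lower and none higher in the numbered 24mSC libraries (21 lower when adjusted over the list alone), and 10 were higher and none lower in the OE-named ones (13 higher when adjusted over the list alone), with adjusted p values of 0.112 and 0.243 with an estimated correlation. The same holds for myelin, of whose 18 markers 1 was higher in the numbered libraries (median 0.11; 2 higher when adjusted over the list alone) and 4 were lower in the OE-named ones (median −0.28; 9 lower when adjusted over the list alone), with adjusted p values of 0.56 and 0.49 with an estimated correlation. Of the 5 red blood cell genes none was called in the numbered libraries (median 0.31) and 1 was lower in the OE-named ones (median −0.77; 4 lower when adjusted over the list alone). In all 24mSC libraries together, no gene was called over all genes or adjusted over the list alone among 30 activity-induced genes, 12 interneuron markers, 24 potassium channels, 25 subunits of oxidative phosphorylation, 18 myelin markers, 14 markers of resting astrocytes, 8 markers of CA1 cells, 17 of choroid plexus, 11 of ependyma, 14 of thalamus, 17 of cortex and subiculum, 11 of striatum and septum, 5 of red blood cells and 10 of meninges. Of 25 genes of insulin signalling none was called (3 higher and 1 lower when adjusted over the list alone), as of 8 CA2 markers (1 lower when adjusted over the list alone), 9 CA3 markers (2 higher and 1 lower) and 12 dentate gyrus markers (4 lower). Of 5 measured markers of hypothalamus and pituitary Gh alone rose, of 4 measured lymphocyte markers Cd79b rose (2 higher when adjusted over the list alone), and of 13 endothelial markers Itm2a fell (1 higher and 2 lower when adjusted over the list alone). The adjusted p of these lists with an estimated correlation lay between 0.379 and 0.963. Under EE at 24 months, the lists of 22 activated microglia genes (median log2 fold change 0.12), 25 reactive astrocyte genes (−0.03), 14 complement genes (−0.0015), 25 interferon genes (−0.19), 21 matrix genes (−0.16), 11 oligodendrocyte precursor markers (0.02) and 14 resting astrocyte markers (0.07) held no gene called over all genes or adjusted over the list alone. The same holds for the lists of senescence, oxidative phosphorylation, CA1, CA2, CA3, dentate gyrus, choroid plexus, ependyma, cortex and subiculum, striatum and septum, red blood cells, lymphocytes, endothelium and meninges, while 1 thalamic and 1 hypothalamic or pituitary marker were lower when adjusted over the list alone. The adjusted p of the 37 lists under EE lay between 0.828 and 0.969 with an estimated correlation. Camera and the median differed in sign for 3 lists under EE (complement, thalamus, red blood cells) and 3 with age (vesicles, potassium channels, thalamus), all with a median close to 0.

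Within 24mSC the OE-named libraries were also lower in 9 of 18 myelin markers (15 when adjusted over the list alone) and 3 of 5 red blood cell genes (5 when adjusted over the list alone), and higher in 6 of 16 neurogenesis markers (9 when adjusted over the list alone), each with an adjusted p of 0.22 with an estimated correlation. The neurogenesis difference includes the library of mouse OE3274, which stood apart on this list (mean log2 CPM 2.86, next 2.10). Against 5mSC, 892 genes differed in the numbered 24mSC libraries alone and 1434 in the OE-named ones alone, of which 460 and 435 were shared in direction with the 739. Against the OE-named libraries alone, 24mEE had 810 of 1297 genes of Table S2 in its direction (62.5%). With 6 of the 15 24mSC libraries left out at random, the age test called a median of 403.5 genes (262 to 675).

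Chance is excluded for the 739 genes changed with age, since 1 of 100 splits, the real one, gave as many and the highest other split gave 378. For the 962 genes changed with age under EE, 2 of 100 splits gave as many, the real one and another with 1101. That other split held 1 of the 5 24mEE mice in its group of 5, and its source was not tested. Since a wrong grouping exceeded the real count, the splits alone do not exclude chance or a structure of the samples here. For the difference between the EE effects at both ages, with a count of 0, every split gives at least as many (100 of 100), so the splits say nothing about chance (the highest other gave 299, which points to a structure of the samples). For the directions of the Table S3 genes under EE, 57 of 76 had the direction of the paper, 11 of 100 splits had as many and the highest other had 70, so chance cannot be excluded. The others that had as many each placed OE-named libraries in the group drawn as 24mEE, which holds none, and the 8 splits that placed none there had at most 51, but 8 are too few to exclude chance. That the age and EE comparisons share the 24mSC libraries was tested as a source of their negative correlation over all genes, and with these libraries split the median correlation was 0.10, with 1 of 40 draws below 0 (0.084 when split within the numbered and the OE-named libraries, with 5 of 40 below 0).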
